# Whole Rye Consumption Improves Blood and Liver n-3 Fatty Acid Profile and Gut Microbiota Composition in Rats

**DOI:** 10.1371/journal.pone.0148118

**Published:** 2016-02-10

**Authors:** Fayçal Ounnas, Florence Privé, Patricia Salen, Nadia Gaci, William Tottey, Luca Calani, Letizia Bresciani, Noelia López-Gutiérrez, Florence Hazane-Puch, François Laporte, Jean-François Brugère, Daniele Del Rio, Christine Demeilliers, Michel de Lorgeril

## Abstract

**Background:**

Whole rye (WR) consumption seems to be associated with beneficial health effects. Although rye fiber and polyphenols are thought to be bioactive, the mechanisms behind the health effects of WR have yet to be fully identified. This study in rats was designed to investigate whether WR can influence the metabolism of n-3 and n-6 long-chain fatty acids (LCFA) and gut microbiota composition.

**Methods:**

For 12 weeks, rats were fed a diet containing either 50% WR or 50% refined rye (RR). The WR diet provided more fiber (+21%) and polyphenols (+29%) than the RR diet. Fat intake was the same in both diets and particularly involved similar amounts of *essential* (18-carbon) n-3 and n-6 LCFAs.

**Results:**

The WR diet significantly increased the 24-hour urinary excretion of polyphenol metabolites–including enterolactone–compared with the RR diet. The WR rats had significantly more n-3 LCFA–in particular, eicosapentanoic (EPA) and docosahexanoic (DHA) acids–in their plasma and liver. Compared with the RR diet, the WR diet brought significant changes in gut microbiota composition, with increased diversity in the feces (Shannon and Simpson indices), decreased *Firmicutes/Bacteroidetes* ratio and decreased proportions of uncultured Clostridiales cluster IA and *Clostridium* cluster IV in the feces. In contrast, no difference was found between groups with regards to cecum microbiota. The WR rats had lower concentrations of total short-chain fatty acids (SCFA) in cecum and feces (p<0.05). Finally, acetate was lower (p<0.001) in the cecum of WR rats while butyrate was lower (p<0.05) in the feces of WR rats.

**Interpretation:**

This study shows for the first time that WR consumption results in major biological modifications–increased plasma and liver n-3 EPA and DHA levels and improved gut microbiota profile, notably with increased diversity–known to provide health benefits. Unexpectedly, WR decreased SCFA levels in both cecum and feces. More studies are needed to understand the interactions between whole rye (fiber and polyphenols) and gut microbiota and also the mechanisms of action responsible for stimulating n-3 fatty acid metabolism.

## Introduction

The consumption of whole grain cereals seems to be linked with a reduced risk of chronic disease [1]. However, the biological mechanisms responsible for these effects have yet to be identified [2,3]. Rye is a cereal commonly consumed in wholegrain form by European populations [4,5]. Whole rye (WR) is rich in several potentially bioactive compounds found in the bran, the outer part of the grain [5–7]. For instance, the polyphenols lignans–which are converted by mammalian gut bacteria into enterodiol and enterolactone [6–8]–are antioxidant and express hormonal activity thought to reduce the risk of hormone-mediated diseases [8]. They may also interact with n-3 long-chain fatty acids (LCFA) metabolism, resulting in potential health benefits [9]. Whereas the endogenous n-3 LCFA metabolism is partly regulated by sex hormones [10–12], it is unknown whether rye polyphenols–which have hormonal activity [6–8]–can affect n-3 metabolism. Indeed it has been reported that cereal polyphenols such as anthocyanins (from black corn) and phenolic acids (from wheat aleurone) increase plasma n-3 LCFA–eicosapentanoic (EPA) and docosahexanoic (DHA) acid–concentrations in rats [13,14]. Like most cereals, WR is an important source of fiber, especially arabinoxylans [15], which are substrate for bacterial fermentation in the gastrointestinal tract [16]. The gut microbiota consists of several hundred species of bacteria potentially important for human health [17]. Whether rye fiber increase fermentation in the gastrointestinal tract and selectively stimulates some groups of bacteria has yet to be fully investigated [18]. Rye fiber may increase the bacteria-induced generation of short-chain fatty acids (SCFA), which are also considered beneficial for health [19–21]. The specific composition and activity of gut microbiota (at phyla, genus or species level) are known to affect host metabolism and promote either health or alternatively various diseases, including diabetes and obesity [22,23]. In fact, the effects of WR consumption on these pathological states, either through its effect on gut microbiota or otherwise, are not fully understood. Considering the current shortage of information on how WR provides health benefits [24], this work in rats was primarily designed to investigate whether WR consumption, as compared with refined rye (RR), can affect n-3 and n-6 LCFA metabolism and gut microbiota composition.

## Materials and Methods

### Chemicals

Sodium hydroxide, citric acid, *trans*-ferulic acid, *trans*-isoferulic acid, sinapic acid, caffeic acid, 4-hydroxybenzoic acid, 3’-coumaric acid, 4’-coumaric acid, vanillic acid (3-methoxy-4-hydroxybenzoic acid), protocatechuic acid (3,4-dihydroxybenzoic acid), 3’,4’-dihydroxyphenylacetic acid, 3-(3’-hydroxyphenyl)propionic acid, 3-(4’-hydroxyphenyl)propionic acid, 3-(3’,4’-dihydroxyphenyl)propionic acid (aka dihydrocaffeic acid), 3-(3’,5’-dihydroxyphenyl)propionic acid, 3-(3’-methoxy-4’-hydroxyphenyl)propionic acid (aka dihydroferulic acid), and hippuric acid were purchased from Sigma-Aldrich (St. Louis, MO, USA) as were secoisolariciresinol, enterolactone and enterodiol. Homovanillic acid (3’-methoxy-4’-hydroxyphenylacetic acid) was purchased from Extrasynthese (Genay Cedex, France). Ferulic acid-4’-O-sulphate disodium salt, isoferulic acid-3’-O-β-D-glucuronide, and dihydrocaffeic acid-3’-O-sulphate sodium salt were purchased from Toronto Research Chemical, (Toronto, Canada). Daidzein was purchased in part from AASC. Ltd (Southampton, UK) and in part provided by Prof. Alan Crozier (Department of Nutrition, University of California, Davis, CA, USA).

### Experimental diets

Two experimental diets were prepared in this study. The first was obtained by mixing the standard diet flour (A03, SAFE Diets, France) with 50% refined rye (RR). The second was prepared by mixing the same standard diet A03 flour with 50% whole rye (WR). The amount of nutrients provided by the experimental diets was adjusted to the recommendations of the American Institute of Nutrition Rodent Diets-93 [25].

### Animals and experimental design

The rats were cared for in accordance with European Council Directive 86/609/EEC on the care and use of laboratory animals (OJ L 358). Protocols were carried out under license from the French Ministry of Agriculture (Permit Number: n° A380727) and approved by the Committee on the Ethics of Animal Experiments of the University of Grenoble (Permit Number: n^o^ 113_ LBFA-FO-01). All efforts were made to minimize suffering.

Twenty-four male Wistar rats (Charles River Laboratories, l’Arbresle, France, baseline body weight 75–100 g) were fed a standard diet (A04, SAFE Diets, France). They were housed in individual cages under conditions of constant temperature and humidity and a standard light-dark cycle (12 h/12 h). Tap water and standard diet were provided *ad libitum*.

The animals were acclimatized one week before being randomly distributed into two groups (n = 12/group). The rats were then fed either the RR or the WR diet for 12 weeks. Weight and food consumption were recorded weekly. One week before they were sacrificed, the rats' urine was sampled in individual metabolic cages. At the end of the experiment, the rats' plasma was sampled and stored at -80°C and the liver was dissected and stored at -80°C. For bacterial analysis, freshly voided feces were sampled in sterile tubes at the start and end of the experiment (F0 and F12 respectively). The cecal content (Cae) was dissected and sampled in sterile tubes at the time of sacrifice. All samples were immediately frozen at -80°C until further analysis.

### Fatty acid analyses

Plasma and liver lipids were extracted in hexane/isopropanol as described above [26,27]. Plasma was selected as the main biological component involved in fatty acid distribution in the body. The liver is the main organ where the endogenous synthesis of n-3 LCFA occurs in mammals. In short, methylated fatty acids were extracted with hexane, separated, and quantified by GC using a 6850 Series gas chromatograph system (Agilent Technologies, Palo Alto, CA, USA). Methyl ester peaks were identified by comparing their retention time to those of a standard mixture. Saturated, mono-, and poly-unsaturated fatty acid levels were expressed as a percentage of total fatty acids. Total cholesterol and triglycerides were measured using standard methodology on a Synchron Clinical System LX20 (Beckma Coulter, Brea, CA, USA).

### Analysis of polyphenolic compounds from refined and whole rye diets

Polyphenolic compounds were analyzed using an Accela UHPLC 1250 equipped with a linear ion-trap mass spectrometer (LTQ XL, Thermo Fisher Scientific Inc., San Jose, CA, USA) fitted with a heated-electrospray ionization probe (H-ESI-II; Thermo Fisher Scientific Inc.). Separation was performed using a BlueOrchid-1.8 C18 column (50 × 2 mm) (Knauer, Berlin, Germany). Pure helium gas (99.9%) was used for collision-induced dissociation. The phenolic acid fraction was extracted from rye pellets and analyzed using the same method as reported above [14,28]. Other polyphenolic compounds such as lignans and flavonoids were extracted differently. In short, 150 mg of sample was defatted with 1.5 mL of hexane, vortexed for 2 minutes and centrifuged at 9200 g for 15 minutes. Then the supernatant was removed. Polyphenols were extracted from the residue using 2.5 mL of acidified MeOH:H2O (1M with HCl), 70:30 v/v. The mixture was refluxed for 1 h at 70°C in a water bath. Then, the samples were cooled and neutralized (pH 5–6) with NaOH, 2M. After that, 3 mL of ethyl acetate was added and samples were agitated briefly for 1 minute in a vortex. The samples were then centrifuged at 9200 g for 15 minutes. Later, 1.5 mL of extract was reduced to dryness in vacuo and the residue was dissolved in a mobile phase mixture (MeOH:water 0.1% and formic acid, 50:50, v/v) and filtered prior to UHPLC-MS^n^ analysis. In detail, isoflavone and lignan analysis was carried out using full scan, data-dependent MS^3^ scanning from *m/z* 100 to 1500 in the negative ion mode. The capillary T was 275°C while the source was maintained at 200°C. The sheath gas flow was 40 units, while auxiliary and sweep gases were set to 10 and 2 units, respectively. The source voltage was 4 kV. The capillary and tube lens voltages were -24 and -108 V, respectively. For UHPLC, mobile phase A was 0.1% formic acid in water and phase mobile B was acetonitrile with 0.1% formic acid. The mobile phase was pumped at a flow rate of 0.2 mL/min, with 0–2 min at 5% of B and 3–12 min at 5% to 50% of B. CID = 30 was used for MS^2^ and MS^3^ experiments. Isoflavones were quantified in daidzein equivalent in full scan mode by extracting the relative molecular ion for each compound, while lignans were quantified in the same mode but in secoisolariciresinol equivalent. Xcalibur software (Thermo Fisher Scientific Inc., San Jose, CA, USA) was used to perform data analysis.

### Analysis of urinary phenolic metabolites

Urine samples of rats were diluted with 0.1% aqueous formic acid and filtered through a 0.45 μm nylon filter prior to UHPLC-MS^n^ analysis using an Accela UHPLC 1250 equipped with linear ion-trap mass spectrometer (LTQ XL, Thermo Fisher Scientific Inc., San Jose, CA, USA) fitted with a heated-electrospray ionization probe (H-ESI-II; Thermo Fisher Scientific Inc.). A preliminary analysis was carried out using full scan, data-dependent MS^3^ scanning from *m/z* 100 to 800 to carry out an initial investigation of the main urinary metabolites. Based on information obtained, the main urinary metabolites were monitored in MS^2^ or MS^3^ mode. The MS worked in negative ionization mode, with capillary temperature equal to 275°C, while the source heater was set to 250°C. The sheath gas flow was 40 units, while auxiliary and sweep gases were set to 5 units. The source voltage was 3 kV. The capillary voltage and tube lens were -5 and -68 V, respectively. For UHPLC, mobile phase A was 0.1% formic acid in water and mobile phase B was acetonitrile containing 0.1% formic acid. Separations were performed using a Kinetex PFP column (50 × 2.1 mm) with, 2.6 μm particle size (Phenomenex, Torrance, CA, USA). The mobile phase, pumped at a flow rate of 0.2 mL/min, comprised 0–1 minutes at 2% B followed by 1–12 minutes at 2% to 35% B. All metabolites were fragmented in MS^2^ or MS^3^ using a CID of 30, with the sole exception of enterodiol and enterolactone, for which a CID of 40 in MS^2^ (for free forms) and in MS^3^ (for conjugated forms) was used. Helium gas was used for CID. Free forms of phenolic acids were quantified in MS^2^ mode, while phenolic acid conjugates were quantified in MS^3^ mode, except for enterodiol and enterolactone metabolites, which were quantified using selective ion monitoring (SIM). 3-(3’,5’-dihydroxyphenyl)propionic acid was quantified by means of the corresponding commercial standards, while 3’-coumaric acid was quantified as 4’-coumaric acid. Benzoic acid-*O*-sulphate and caffeic acid-*O*-sulphate were quantified as 3-(4’-hydroxyphenyl)propionic acid-3’-*O*-sulphate (aka dihydrocaffeic acid-3-*O*-sulphate) equivalents. Sinapic acid-4’-*O*-sulphate and sinapic acid-4’-*O*-glucuronide were quantified as ferulic acid-4’-*O*-sulphate and isoferulic acid-4’-*O*-glucuronide equivalents, respectively. The remaining metabolites were quantified using the reference standard compound or a structurally-related reference compound as previously reported by Calani and colleagues [28].

### Compositional analysis of fecal and cecal microbiota with the HuGChip

Total DNA was extracted from fecal and cecal samples (n = 5 per group) using Qiagen’s DNA Stool Kit (Qiagen, West Sussex, UK). DNA quantifications were performed using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, Germany). Microbial community analysis was performed using the Human Gut Chip (HuGChip) (GSE44752) as described [29]. The HuGChip is a phylogenetic microarray consisting of 4,441 probes targeting 66 bacterial families. In short, prokaryotic 16S rRNA genes were amplified, labeled with Cy3 and Cy5 dyes and hybridized to the array. After washing and scanning, data were extracted and background noise filtered out using Agilent Feature Extraction software 10.5.1.1 (Gene Expression Omnibus Accession: GSE71726).

### Short-chain fatty acids analysis in cecum and in fecal contents

Following appropriate dilution and ultrasonic extraction, the main SCFAs (Acetic, Butyrate, Isobutyrate, Propionate) were analysed using gas chromatography (HP 6890 series, column HPINNOWAX 30 m×250 μm×0.25 μm, split ratio = 25:1, Agilent Technologies). 2-Ethyl-butyrate was used as an internal standard [30].

### Statistical analysis

The difference between the two groups for each fatty acid or each polyphenol metabolite was analyzed using the unpaired Student’s t-test using Minitab software version 15 (GrimmerSoft, Paris, France). Data on relative abundances of bacterial phyla and families as detected by the HuGChip were analyzed using an ANOVA test followed by a Tukey-Kramer post-hoc test, according to time and diet (GraphPad Prism v4 Software, San Diego CA, USA). Differences were considered significant if p<0.05.

Simpson and Shannon Wiener’s diversity indices were calculated using the Paleontological Statistics (PAST) software [31]. Urinary excretion of phenolic metabolites distributions was tested for normality and compared using the Student’s *t*-test (p<0.05). Statistical analyses were performed with SPSS Version 20.0 (SPSS Inc., Chicago, IL, USA).

## Results

### Macronutrient, fatty acid and polyphenol compositions in refined and whole rye diets

Table 1 shows that the WR diet provided more fiber (+21%) and more polyphenols (+29%) than the RR diet, while the other macronutrients did not differ. Dietary fatty acids in both groups did not differ; in particular there was no difference in amounts of *essential* linoleic (18:2n-6) and alpha-linolenic (18:3n-3) acids.

**Table 1:** Macronutrient, fatty acid and polyphenol composition in refined and whole rye diets.

	Refined rye	Whole rye
Macronutrients (g/100g pellet)		
Protein	14.8	14.4
Fat	2.50	2.70
Available carbohydrates	48.0	44.0
Fiber	13.9	16.9
Cellulose	2.30	2.90
Humidity	14.6	14.4
Ash	3.90	4.30
Fatty acids (% of total fatty acids)		
C16:0	14.4	14.6
C18:0	2.72	2.39
C18:1n-9	19.4	19.2
C18:1n-7	1.28	1.34
C18:2n-6	53.7	53.9
C18:3 n-3	6.30	6.39
Total SFA^1^	17.6	17.5
Total MUFA^2^	21.0	20.8
Total (n-3)	7.30	7.44
Total (n-6)	53.9	54.1
Polyunsaturated/saturated	3.47	3.50
Polyphenols (mg/g pellet)		
*Phenolic acids*		
4’-coumaric acid	0.06	0.09
Caffeic acid	0.01	0.01
*Trans*-ferulic acid	1.04	1.59
Sinapic acid	0.03	0.05
Diferulic acids	5.09	7.40
Triferulic acids	0.46	0.71
*Isoflavones*		
Glycitein	0.04	0.05
Daidzein	0.08	0.07
Genistein	0.18	0.15
Daidzein-7-*O*-glucoside	0.13	0.11
Genistein-7-*O*-glucoside	0.37	0.33
Glycitein-7-*O*-glucoside	0.02	nd
*Lignans*		
Conidendrin	0.26	0.43
Trachelogenin	0.09	0.07

^1^: Saturated fatty acids

^2^: Monounsaturated fatty acids; nd: not detected.

Several phenolic acids have been identified based on mass spectral characteristics reported by Calani and colleagues for ferulates and phenolic acids [28] and in Additional Table 1 for lignans and isoflavones. The sum of phenolic acids was 6.7 mg/g for RR and 9.8 mg/g for WR, mostly being ferulate derivatives in bound form (Table 1). Ferulates were by far the most abundant compounds in both WR and RR diets, while other polyphenolic compounds such as isoflavones and lignans were recovered in minor quantities.

### Body weight and food consumption

Mean body weight after 12 weeks (396±31g vs. 397±36g) and average food intake after 12 weeks (26.5±2.6g/day vs. 26.9±3.0g/day) did not change in the RR and WR groups respectively.

### Urinary excretion of polyphenol metabolites

Several urinary polyphenol metabolites have been identified by mass spectral characteristics. However, new urinary metabolites were identified through MS^n^ analysis and reported in additional Table 2, including some isoflavone metabolites resulting from the intake of their parent compounds. Among the many polyphenol metabolites identified in the urine of rats fed either the RR or the WR diet, there was (as expected) a more than 4-fold increase in enterolactone glucuronide in the WR rats (Table 2). The excretion of many metabolites of phenolic acid, and particularly ferulic acid-*O*-sulphate and ferulic acid-*O*-glucuronide, 3-(phenyl)propionic acid-*O*-sulphate and 3-(hydroxyphenyl)propionic acid-*O*-sulphate, caffeic acid and coumaric acid *O*-sulphates and dihydroxyphenylacetic acid, was also higher in the WR rats compared with the RR rats. All data are freely available (http://dx.doi.org/10.6084/m9.figshare.1528159).

**Table 2:** 24-hour urinary phenolic metabolites in refined and whole rye diets.

Compound, μmol excreted	Refined rye	Whole rye
3’-Coumaric acid	**0.03 ±0.01**	0.06 ±0.01^*^
Hydroxyphenylpropionic acid-like	0.18 ±0.04	0.28 ±0.06
3-(3’-Hydroxyphenyl)propionic acid	0.56 ±0.17	1.28 ±0.36
3’,4’-Dihydroxyphenylacetic acid	nd	0.04 ±0.01
Dihydroxyphenylacetic acid	**0.14 ±0.05**	0.39 ±0.07^*^
Hippuric acid	21.90 ±3.33	28.61 ±5.12
3-(3’,5’-Dihydroxyphenyl)propionic acid	nd	0.17 ±0.08
Enterolactone	0.07 ±0.02	0.10 ±0.05
Benzoic acid-*O*-sulphate	0.05 ±0.01	0.06 ±0.01
Coumaric acid-*O*-sulphate	**0.22 ±0.06**	0.57 ±0.13^*^
3-(Phenyl)propionic acid-*O*-sulphate	**0.70 ±0.18**	1.62 ±0.33^*^
Vanillic acid-4-*O*-sulphate	0.06 ±0.02	0.11 ±0.03
Caffeic acid-*O*-sulphate	**0.05 ±0.01**	0.20 ±0.05^*^
3-(Hydroxyphenyl)propionic acid-*O*-sulphate	**0.54 ±0.12**	1.45 ±0.17^*^
Ferulic acid-4’-*O*-sulphate	**0.88 ±0.33**	1.89 ±0.46*
Dihydroferulic acid-4’-*O*-sulphate	**0.03 ±0.01**	0.08 ±0.01^*^
Sinapic acid-4’-*O*-sulphate	0.02 ±0.01	0.04 ±0.01
Ferulic acid-4’-*O*-glucuronide	**0.04 ±0.02**	0.14 ±0.04^*^
Sinapic acid-4’-*O*-glucuronide	0.22 ±0.16	0.66 ±0.21
Enterolactone-*O*-glucuronide	**0.07 ±0.02**	0.32 ±0.10^*^

Data are expressed as mean values ± SEM, n = 6 per group; nd: not detected.

*: indicates p< 0.05.

### Blood lipids, plasma and liver fatty acids profiles

Cholesterol– 0.50±0.08 and 0.53±0.08 g/L in the RR and WR group respectively–and triglycerides– 1.13±0.45 vs. 1.00±0.43 g/L–did not differ in the two groups.

As regards hepatic fatty acid composition, the two major n-3 LCFAs, EPA and DHA, were significantly higher (p<0.05) in the WR rats (Table 3). In addition, there was a significant increase in the level of 18:4n-3 (p<0.05) associated with a nonsignificant decrease in the level of 18:3n-3, these changes suggesting stimulation of the whole n-3 pathway in the liver of WR rats. At the same time, there was a significant increase in the level of 18:3n-6 (p<0.001) and a significant decrease in that of 18:2n-6 (p<0.05) with no other change for other n-6 fatty acids (in particular 20:4n-6 and 22:4n-6); this data suggests partial stimulation of the n-6 pathway in the liver of the WR rats compared with that of the RR rats.

**Table 3:** Plasma lipids and plasma and liver fatty acids (as % of total fatty acids) after 12 weeks.

	Refined rye		Whole rye			Refined rye		Whole rye		
	Plasma					Liver				
Fatty acids (%)										
C14:0	**0.41**	±0.08	**0.22**	±0.08	***	0.18	±0.02	0.22	±0.06	
C16:0	**20.7**	±1.4	**18.7**	±1.8	**	19.5	±0.77	19.2	±0.68	
C16:1n-7	2.53	±0.62	1.95	±0.76		1.38	±0.21	1.54	±0.46	
C18:0	6.95	±0.77	7.66	±1.19		14.7	±0.27	15.0	±1.2	
C18:1n-9	12.3	±2.5	10.6	±2.9		7.68	±0.60	8.34	±1.1	
C18:1n-7	2.56	±0.42	2.33	±0.47		3.47	±0.32	3.29	±0.68	
C18:2n-6	23.7	±1.8	23.1	±1.9		**20.2**	±1.10	**18.8**	±0.73	*
C18:3n-6	0.31	±0.07	0.32	±0.12		**0.19**	±0.02	**0.26**	±0.03	***
C20:0	0.05	±0.02	0.07	±0.05		0.03	±0.005	0.03	±0.003	
C18:3n-3 (α-Linolenic)	1.09	±0.25	1.08	±0.18		0.61	±0.05	0.59	±0.09	
C18:4n-3	0.07	±0.02	0.07	±0.03		**0.03**	±0.01	**0.05**	±0.01	*
C20:2n-6	0.11	±0.02	0.12	±0.02		0.17	±0.02	0.16	±0.02	
C20:3n-9	0.17	±0.05	0.17	±0.03		0.14	±0.04	0.14	±0.03	
C20:3n-6	0.^33^	±0.07	0.36	±0.08		0.49	±0.10	0.51	±0.16	
C20:4n-6	22.6	±5.0	22.6	±5.5		23.5	±0.46	23.3	±1.68	
C20:5n-3 (EPA)	**1.31**	±0.21	**1.51**	±0.23	*	**0.64**	±0.10	**0.75**	±0.06	*
C22:4n-6	0.32	±0.07	0.35	±0.05		0.30	±0.03	0.33	±0.02	
C22:5n-3	0.69	±0.11	0.77	±0.13		0.86	±0.08	0.92	±0.08	
C22:6n-3 (DHA)	**3.84**	±0.47	**4.31**	±0.60	*	**5.75**	±0.32	**6.34**	±0.36	*
Total	**100**		**100**			**100**		**100**		

Values are means ± SD, n = 12 per group for the plasma and n = 6 per group for the liver

*: p<0.05

**: p<0.01

***: p<0.001.

In the plasma, levels of EPA and DHA were also significantly higher (p<0.05) in the WR rats (Table 3). In contrast, compared with the hepatic data, there were no other differences in n-3 or n-6 in the plasma of the WR and RR rats.

Unexpectedly, the levels of two saturated fatty acids (14:0 and 16:0) were significantly lower in the plasma of the WR rats than in that of the RR rats.

### Microbiota profiling of feces and cecum

Fig 1 shows similar bacterial quantities in the feces and in the cecum of rats fed a diet containing WR or RR. Analyses of gut microbiota focused on identifying bacterial phyla and families significantly differing in relative abundance between the two groups at baseline and after 12 weeks, or the abundance of which changed significantly within either the WR or the RR group during the 12-week follow-up (Table 4). 

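The data behind these analyses came from 30 samples, taken from 5 RR rats (numbered 1, 3, 4, 5 and 10) and 5 WR rats (numbered 5, 7, 8, 9 and 12). Each rat gave feces at week 0 (F0), feces at week 12 (F12) and cecal content at week 12 (Cae), so that each of the 6 groups held 5 samples. The HuGChip is a glass array of short DNA probes that bind the 16S rRNA gene, a gene shared by bacteria whose sequence differs between families. Each of its 4441 probes is spotted 3 times. The 16S rRNA genes amplified from a sample carry the dye Cy3 or Cy5, and the brightness of a spot rises with the amount of matching DNA. The 30 samples were hybridized on 15 arrays, 1 sample in Cy3 and 1 in Cy5 on each. All F0 samples and the WR samples at F12 were labeled with Cy3, and all cecal samples and the RR samples at F12 with Cy5. The diets were therefore compared in different dyes at F12, but in the same dye at F0 and in the cecum. The 5 WR samples at F12 shared their arrays with the 5 RR cecal samples. Of the 5 RR samples at F12, 4 shared theirs with WR samples at F0, and that of rat 10 shared its array with the F0 sample of the same rat.

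The authors deposited the median pixel intensity of each spot and of its local background, without scaling. Of the 45 columns of their scanner tables, 41 held the same values in all 30 samples. From these the probe names and the marks of the control spots were used, but not the software's own processed signal and quality flags. From each spot, the local background and the median of the negative control spots of the same sample were subtracted. A probe was taken as detected where at least 2 of its 3 spots lay more than 3 median absolute deviations above the negative controls. The 3 spots were averaged, and probes not detected were set to 0. The probe names begin with one of 66 prefixes, the number of families the paper gives for the array. The files do not pair these prefixes with names, so the 66 sets, of 5 to 324 probes, are reported here without a family. The relative abundance of a set is the mean signal of its probes as a percentage of the sum over sets. The Shannon index (natural log) and the Simpson index (1 minus the sum of the squared shares) were computed over the sets.

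Between 374 and 1337 probes were detected per sample, with a median of 952. The median number was 950 in RR F0 (range 535 to 1099), 993 in RR F12 (542 to 1180) and 911 in RR Cae (859 to 1166). It was 815 in WR F0 (779 to 949), 1161 in WR F12 (1024 to 1337) and 954 in WR Cae (374 to 956). The number of arrays limits the precision of every comparison. On 14 arrays the log2 signals of the 3 spots of a probe correlated at 0.882 to 0.982 within a sample. On the array of RR rat 3 at F0 and WR rat 7 cecum, this correlation was 0.0225 and 0.0203, so the values there do not lie in the order of the probe names. No exclusion had been set beforehand, so both samples were kept, and the results without this array are given beside the others. The local Cy3 background was 70 to 98 intensity units on 8 arrays and 39 to 51.5 on the other 7. The arrays with the higher background held 3 samples of RR F0, 4 of RR F12, 0 of RR Cae, 5 of WR F0, 0 of WR F12 and 4 of WR Cae. Apart from the array out of probe order, the 2 samples of an array correlated across probes at 0.930 to 0.997, with a mean of 0.976. All these correlations used the log2 median signals before background subtraction. Cy3 and Cy5 samples of different arrays correlated at 0.556 to 0.945, with a mean of 0.767 over 182 pairs (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Samples of the same rat on different arrays had a mean of 0.749 over 25 pairs. Probes are not independent replicates, and these values describe the arrays.

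**Figure D1:**
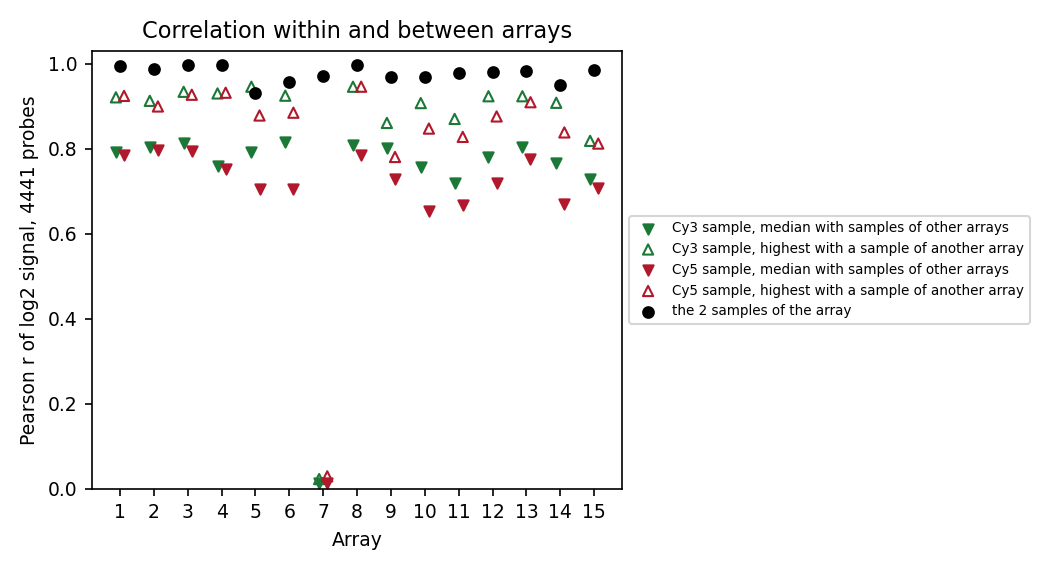
Pearson's r of the log2 median signals of the 4441 probes, before background subtraction, for each of the 15 arrays. Black points are the 2 samples of an array, filled triangles the median of each sample with the samples of other arrays, and open triangles the highest such value, in green for Cy3 and red for Cy5. On array 7, both samples follow each other (0.971) but no sample of another array (at most 0.0294).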

The fecal microbiota composition of the two groups was the same at baseline and the factor time alone (0–12 weeks) had no significant effect on the fecal microbiota. 

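At F0, 0 of the 66 probe sets differed between the diets in relative abundance at a Benjamini-Hochberg adjusted p under 0.05 (exact permutation test, two-sided, n = 5 against 5), and 8 did at an unadjusted p under 0.05. With 5 samples against 5, at least 11 sets must reach the smallest p together for any to pass the adjustment. With limma on log2(relative abundance + 0.1), the numbers were 0 and 2. The 2 sets with the largest differences at F0 over all samples were b6967 and b6962. The set b6967 made up 8.20% ± 5.26 (SD, n = 5) in the RR rats and 13.9% ± 1.33 (SD, n = 5) in the WR rats (exact permutation test, p = 0.0317, adjusted p = 0.393). The set b6962 made up 1.67% ± 2.19 (SD, n = 5) and 5.88% ± 1.85 (SD, n = 5) (exact permutation test, p = 0.0238, adjusted p = 0.393). Without the array out of probe order, b6967 made up 10.2% ± 3.05 (SD, n = 4) in the RR rats and the difference was 3.70 points (exact permutation test, p = 0.0556, adjusted p = 0.472). That of b6962 was 3.79 points (exact permutation test, p = 0.0476, adjusted p = 0.472), and b6995 then had the largest, -4.53 points (exact permutation test, p = 0.0317, adjusted p = 0.472). The Shannon index at F0 was 0.159 lower on average in the WR rats (exact permutation test, n = 5 against 5, p = 0.405), and without the array out of probe order 0.0114 lower (exact permutation test, n = 4 against 5, p = 0.802). The alternative that moved this result most took the median over the probes of a set in place of the mean. The difference, WR minus RR, was then -0.606 (exact permutation test, p = 0.0238), over 28 samples, since both samples of the array out of probe order had no set above 0 in this setting. The mean index of WR F0 was 0.182 with this median, so nearly all its signal lay in 1 set. At the level of probes, 1257 were detected in at least 5 samples and tested with limma. At F0, 0 of them differed between the diets at an adjusted p under 0.05, and 49 at an unadjusted p under 0.05.

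For the factor time over both diets, 0 of the 66 sets passed an adjusted p of 0.05 when the F0 and F12 labels were exchanged within each diet (exact permutation test, two-sided, n = 5 per group), and 1 passed unadjusted. With limma on log2(relative abundance + 0.1), the numbers were 0 and 3. Averaged over the diets, the Shannon index changed by -0.0947 from F0 to F12 (exact permutation test, p = 0.453) and the Simpson index by -0.00676 (exact permutation test, p = 0.358). Without the array out of probe order these changes were -0.0208 (exact permutation test, p = 0.817) and -0.00323 (exact permutation test, p = 0.640). All WR samples moved between F0 and F12 from arrays with the higher Cy3 background to arrays with the lower one, and no WR rat was measured at both times on arrays of the same background.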

Considering the overall diversity of fecal samples, the RR and WR diets induced an opposite effect with a significant increase of the Shannon and Simpson indexes under WR, and a decrease under RR (Table 4).

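In the WR rats the Shannon index was 3.13 ± 0.0667 (SD, n = 5) at F0 and 3.25 ± 0.115 (SD, n = 5) at F12. In the RR rats it was 3.29 ± 0.333 (SD, n = 5) at F0 and 2.98 ± 0.214 (SD, n = 5) at F12. The change from F0 to F12 was 0.434 higher in the WR rats (time*diet, exact permutation test of the diet labels within each time, two-sided, n = 5 per group, p = 0.0118). The null hypothesis of this test is that the diet labels can be exchanged at both times. It takes the samples as independent, which the 4 RR samples at F12 that shared arrays with WR samples at F0 were not. With each rat's F12 minus F0 change as the unit, p was 0.0159 (exact permutation test). Within each diet the change itself was not past the threshold, at 0.122 in the WR rats (exact permutation test, p = 0.0873) and -0.312 in the RR rats (exact permutation test, p = 0.0556). At F12 the index was 0.275 higher in the WR rats (exact permutation test, p = 0.0317). The Simpson index was 0.940 ± 0.00432 (SD, n = 5) at F0 and 0.947 ± 0.00783 (SD, n = 5) at F12 in the WR rats, and 0.948 ± 0.0169 (SD, n = 5) and 0.927 ± 0.0174 (SD, n = 5) in the RR rats. Its time*diet effect was 0.0280 (exact permutation test, p = 0.0165), and at F12 it was 0.0200 higher in the WR rats (exact permutation test, p = 0.0317). Its change was 0.00722 in the WR rats (exact permutation test, p = 0.103) and -0.0207 in the RR rats (exact permutation test, p = 0.0714).

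The array out of probe order gave the highest index in RR F0, 3.88 for rat 3. Without it, the Shannon index of RR F0 was 3.14 ± 0.0520 (SD, n = 4), its time*diet effect 0.286 (exact permutation test, p = 0.0251), and the Simpson time*diet effect 0.0209 (exact permutation test, p = 0.0360). The change within the RR rats was then -0.164 (exact permutation test, p = 0.143). Without WR rat 5 or WR rat 12, the Shannon time*diet effect was 0.395 or 0.396 and no longer past the threshold (exact permutation tests, p = 0.0539 and p = 0.0619). The alternative that moved the effect most took the median over the probes of a set, with a Shannon time*diet effect of 1.71 (exact permutation test, p = 9.45e-05). In this setting the mean index was 0.0837 in RR F12, 0.182 in WR F0 and 1.19 in WR F12. Nearly all the signal of the first 2 groups thus lay in 1 set, so this effect adds little about diversity. At F12, the mean log2 signal times the share of detected probes gave a Shannon difference of 0.152, no longer past the threshold (exact permutation test, p = 0.143).

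RR F12 was the only fecal group labeled with Cy5, and the Cy3 sample had the higher Shannon index on 14 of the 14 arrays in probe order, by 0.113 ± 0.114 (SD). On these arrays Cy3 carried F0 or WR F12 samples, and Cy5 carried cecal or RR F12 samples. This gap therefore cannot be told apart from one between the sample types. The lower-background arrays held 1 RR sample and 5 WR samples at F12, too few for a comparison within them. With the background set of the arrays as a term, the Shannon time*diet effect was 0.665 (exact permutation test over 336 relabellings within the sets of arrays, p = 0.0149), and without the array out of probe order 0.332 (exact permutation test, p = 0.0397). The paper states opposite effects of the diets, with a significant rise of both indices under WR and a fall under RR. Its Table 4 marks F12 as significant considering time*diet. Here the directions were the same, but the changes within each diet were not past the threshold over all samples.

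**Figure D2:**
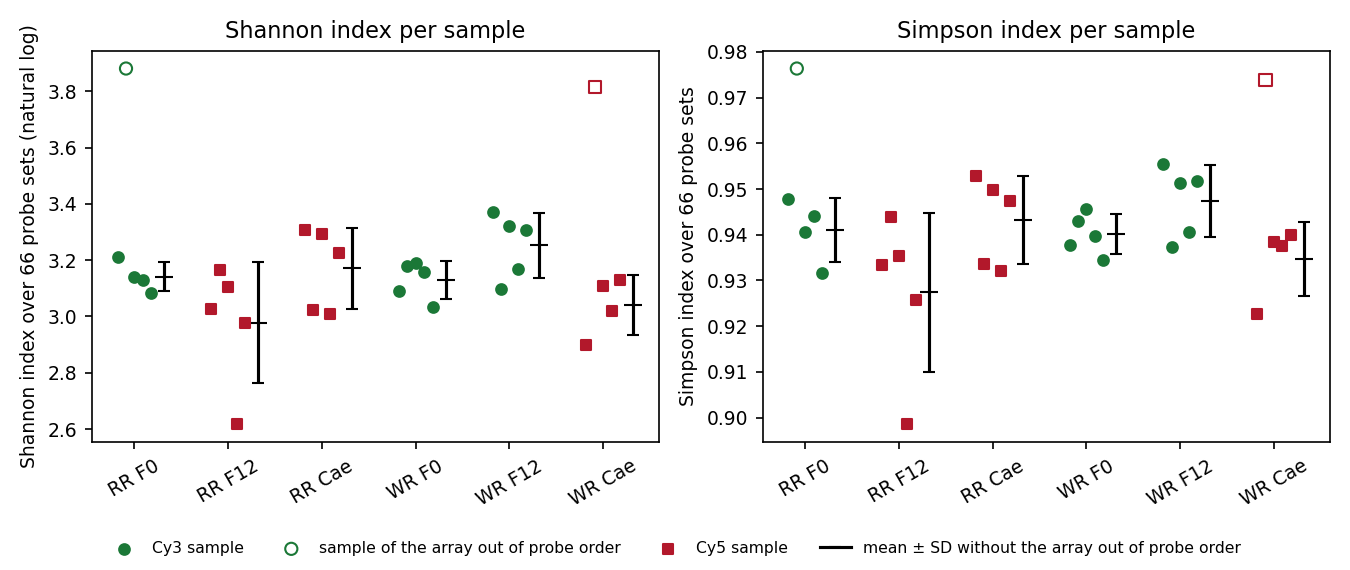
Shannon index (left) and Simpson index (right) of each sample over the 66 probe sets, by diet and sample type. Green circles are Cy3 samples, red squares Cy5 samples, open symbols the 2 samples of the array out of probe order, and bars the mean ± SD without these. At F12 the RR rats lie between 2.62 and 3.17 in Shannon index and the WR rats between 3.10 and 3.37.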

**Fig 1:**
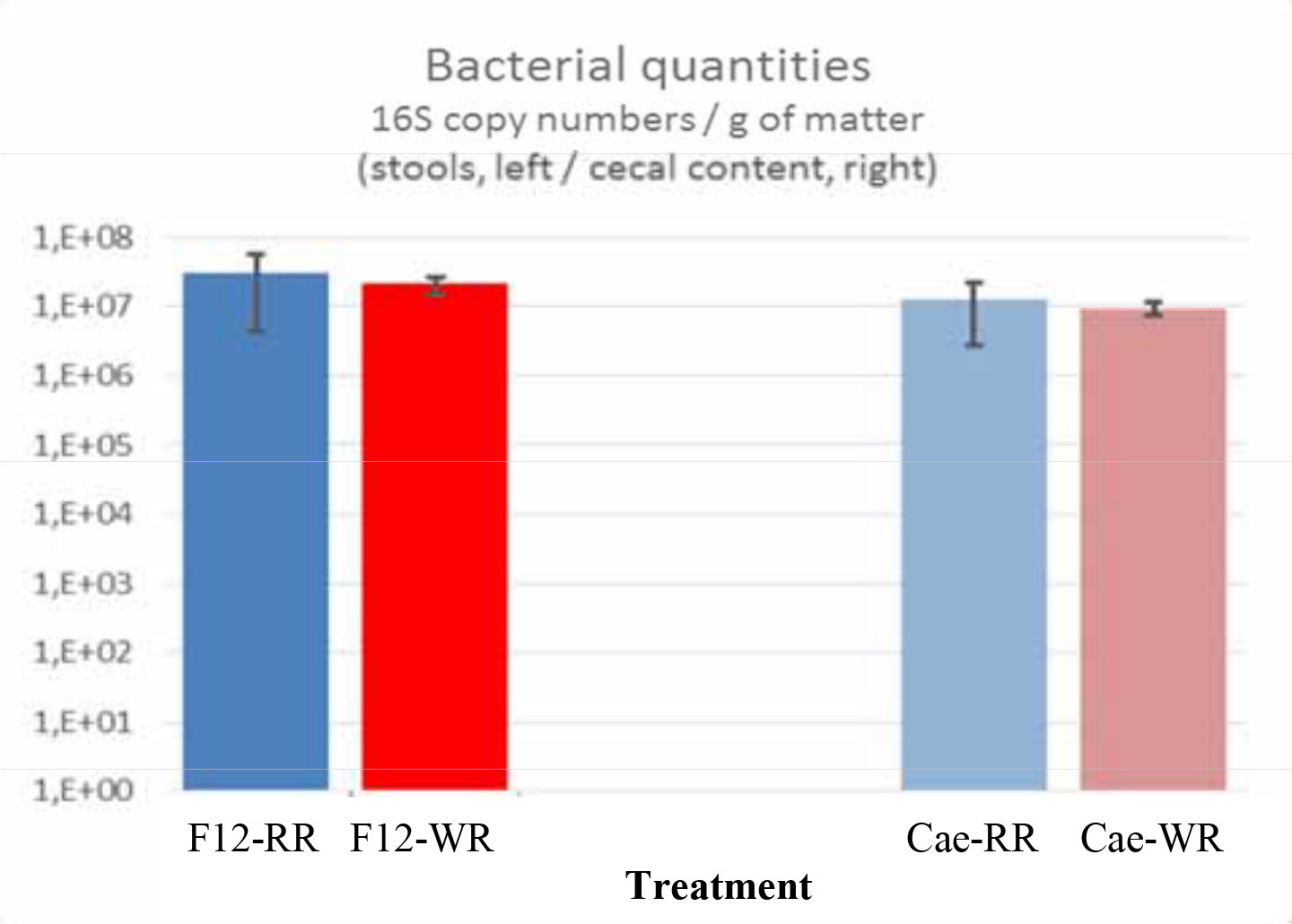
Bacterial quantities in the feces (F12) and in the cecum (Cae) of rats fed a diet containing whole rye (WR) or refined rye (RR).

**Table 4:** Microbial diversity in the feces at the start (F0) and after 12 weeks (F12) in the cecum of rats fed refined or whole rye.

	Refined rye			Whole rye		
	F0	F12^†^	Cecum^*^	F0	F12^†^	Cecum^*^
Simpson index	0.92 ± 0.02	0.89 ± 0.03	0.91 ± 0.02	0.91 ± 0.01	0.94 ± 0.01	0.87 ± 0.05
Shannon index	2.58 ± 0.19	2.25 ± 0.20	2.50 ± 0.25	2.44 ± 0.10	2.88 ± 0.14	2.16 ± 0.37

Values are means ± SD; n = 5 per group. Different from F0

^†^significantly different (P<0.05; ANOVA test with Tukey-Kramer *post-hoc* test) considering (time*diet).

^*^No significant differences observed for the cecal microbiota considering rats fed refined or whole rye.

At the phylum level, no significant effect of time*diet was detected, although a trend was observed for *Firmicutes* (p = 0,067) and *Bacteroidetes* (p = 0,085), both affected by the diets in an opposite manner: an increase of *Firmicutes* and *Bacteroidetes* was observed after 12 weeks of RR and WR diet respectively, and, on the contrary, a decrease with the other diet (Table 5) Some evolutions (cross-effect time*diet) were detected at the family level, encompassing significant increase with the RR diet and a decrease with the WR diet for *Desulfovibrionaceae* and for some *Firmicutes* (*Clostridium* cluster XIV and uncultured *Clostridiales* IA, trend for *Clostridium* cluster IV (p = 0.060)). 

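The files do not pair the probe sets with the families named here. Over the 66 sets without names, 14 showed a time*diet effect on relative abundance at an adjusted p under 0.05 (exact permutation test of the diet labels within each time, two-sided, n = 5 per group, Benjamini-Hochberg adjustment), 12 of them with a higher change in the WR rats. At an unadjusted p under 0.05 there were 24. Some of the sets called held very small shares. Over all samples the effects of b6943, b6958, b6974 and b7005 were 0.634, 0.159, 0.109 and 0.137 percentage points. Without the array out of probe order they were 0.0131, 0.00379, 0.0267 and 0.0259. The set b6977 made up 7.22% in WR rat 12 at F12 and at most 0.0374% in the other WR samples at F12. The number of sets called depended on the test. With limma on log2(relative abundance + 0.1) it was 0 (10 unadjusted) with all samples and 1 (14 unadjusted) without the array out of probe order, and with the methods' two-way analysis of variance 0 (11 unadjusted). It was also 0 without WR rat 5, 8, 9 or 12, and 2 without RR rat 3. Without the array out of probe order it was 15, and with the background set of the arrays as a term 0 (11 unadjusted), over 336 relabellings in place of 63504.

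Over all samples b6967 had the largest time*diet effect, -9.12 percentage points (exact permutation test, p = 0.0017, adjusted p = 0.0191). It made up 13.1% ± 2.34 (SD, n = 5) in RR F12 and 9.73% ± 1.94 (SD, n = 5) in WR F12, against 8.20% and 13.9% at F0. Without the array out of probe order its effect was -7.08 points (exact permutation test, adjusted p = 0.0252), less than the 7.33 points of b6995 (exact permutation test, adjusted p = 0.299), and with the background set as a term -8.23 points (exact permutation test, adjusted p = 0.246). The set b6995 had an effect of 6.61 points (exact permutation test, p = 0.173, adjusted p = 0.308), which reversed to -4.15 points with the background set as a term (exact permutation test, adjusted p = 0.487). Its share was 16.4% in RR rat 10 at F12 and 0.139% to 1.14% in the other 4 RR rats. The set b6962 had an effect of -5.43 points (exact permutation test, p = 0.0133, adjusted p = 0.0560).

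Among the 1257 probes tested with limma, 114 showed a time*diet effect at an adjusted p under 0.05, all with a higher change in the WR rats, and 378 at an unadjusted p under 0.05. At F12, 184 differed between the diets, all brighter in the WR samples. These numbers used signals scaled to the 75th percentile over the 35 probes detected in all 30 samples. With the scaling fixed beforehand, the 75th percentile over all probes, they were 0 and 15. With the median in place of the mean of the 3 spots, they were 6 and 35, and with normexp background correction, loess and Aquantile normalization 9 (2 with a higher change in the WR rats) and 0. Over all tested probes, the median difference at F12 was 1.50 on the log2 scale with the main scaling and 0.20 with the last of these. Leaving out each rat in turn, limma called 25 (without RR rat 5) to 197 (without RR rat 10) probes for time*diet. At F12 it called 96 (without WR rat 5) to 340 (without RR rat 10). With the background set of the arrays as a term, the counts of 114 and 184 fell to 1 and 8 (6 of them brighter in the WR samples). The 2 probes with the largest time*diet effect were b6998_4_1, with 14.21 on the log2 scale (standard error 2.08, limma, adjusted p = 0.000388), and b6959_4_31, with 12.62 (standard error 3.30, limma, adjusted p = 0.0218). Both include samples at the floor of the signal and samples near its highest value, so the size of these effects is bounded at both ends. With the main scaling no probe had a negative effect past the threshold. With normexp, loess and Aquantile 7 had one, and after quantile normalization 3 of 10.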

Inversely, *Neisseriaceae* were decreased under RR diet and increased under WR diet. At the end of the experiment, the cecum content shows no significant differences in diversity and bacterial composition between the two diets. 

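In the cecum the Shannon index was 3.17 ± 0.144 (SD, n = 5) in the RR rats and 3.19 ± 0.359 (SD, n = 5) in the WR rats, a difference of 0.0236 (exact permutation test, two-sided, p = 0.937). The Simpson index was 0.943 ± 0.00960 (SD, n = 5) and 0.942 ± 0.0189 (SD, n = 5), a difference of -0.000689 (exact permutation test, p = 0.952). WR rat 7, whose sample lay on the array out of probe order, had the highest Shannon index, 3.82. Without this array the WR rats had 3.04 ± 0.106 (SD, n = 4), and the difference reversed to -0.131 (exact permutation test, n = 4 against 5, p = 0.167). Of the 66 probe sets, 0 differed between the diets in the cecum at an adjusted p under 0.05 (exact permutation test, n = 5 against 5, Benjamini-Hochberg adjustment), and 4 at an unadjusted p under 0.05, with the same limit on calls as at F0. With limma on log2(relative abundance + 0.1), the numbers were 0 and 5. Among the 1257 probes tested with limma, 31 were called at an adjusted p under 0.05, all dimmer in the WR samples, and 209 at an unadjusted p under 0.05. This number was 4 without the array out of probe order, 2 with the median over the 3 spots, and 31, of which 1 was brighter in the WR samples, with the percentile over all probes. It fell to 0 without WR rat 7, WR rat 12 or RR rat 1, and rose to 173 without RR rat 10. The 5 RR cecal samples lay on arrays with the lower Cy3 background and 4 of the 5 WR cecal samples on arrays with the higher one. With the background set as a term, 6 probes were called by limma.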

All data are freely available (http://dx.doi.org/10.6084/m9.figshare.1528160).

**Table 5:** Selected bacterial families in the feces at the start (F0) and after 12 weeks (F12) in the cecum (after 12 weeks) of rats fed a diet containing refined rye or whole rye.

Phylum	Family	Refined rye (%)			Whole rye (%)		
		F0	F12	Cecum	F0	F12	Cecum
Firmicutes	*Clostridium* cluster IV	10.5 ± 5.9	15. 4 ± 5.3	12.6 ± 3.7	11.7 ± 2.0	9.6 ± 2.3	13.6 ± 10.4
	*Clostridium* cluster XIV^†^	8.6 ± 1.6	11. 1 ± 4.4	6.5 ± 4.2	9.0 ± 1.4	5.9 ± 1.1	9.5 ± 7.1
	Uncultured *clostridiales* IA^†^	6.7 ± 4.6	9.94 ± 2.0	9.1 ± 2.8	8.9 ± 1.2	6.7 ± 1.5	8.0 ± 4.7
Bacteroidetes	*Bacteroidaceae*	2.0 ± 2. 7	1.5 ± 3.3	3.4 ± 3.2	2.4 ± 3.3	5.1 ± 1.0	1.4 ± 3.1
	*Porphyromonadaceae*	6.9 ± 1.9	6.8 ± 4.3	5.2 ± 3.7	7.3 ± 1.8	6.0 ± 1.8	4.1 ± 4.1
	*Prevotellaceae*	10.1 ± 4.7	9.0 ± 6.5	7.0 ± 7.9	10. 7 ± 2.8	7.0 ± 3.9	14.3 ± 2.9
	*Coriobacteriaceae*	8.8 ± 3.7	9.5 ± 2.9	7.6 ± 4.3	10.4 ± 2.6	7.0 ± 1.5	10.9 ± 8.0
Proteobacteria	*Desulfovibrionaceae*^†^	8.7 ± 4.9	15.0 ± 1.3	9.2 ± 2.2	13.9 ± 1.8	7.5 ± 1.8	11.5 ± 4.1

Values are means ± SD; n = 5 per group.

^†^significantly different in feces (P<0.05; ANOVA test with Tukey-Kramer *post-hoc* test) considering (time*diet). No significant differences observed for the cecal microbiota considering rats fed refined or whole rye.

### Short-chain fatty acids analysis

Fig 2 summarizes the main SCFA concentrations in the cecum and feces after 12 weeks. Total SCFA levels were lower in the feces (287 vs. 318 μmol/g, p<0.05) and cecal content (119 vs. 195 μmol/g, p<0.001) of WR rats compared with RR rats. With regard to the cecal SCFA profile, acetate levels were lower in WR rats (82 vs. 152 μmol/g, p<0.001) while isobutyrate was lower (1.9 vs 7.9 μmol/g, p<0.01) in WR rats. In the fecal component, however, isobutyrate was higher (5.6 vs. 1.1 μmol/g, p<0.05) while butyrate was lower (21 vs 42 μmol/g, p<0.01) in WR rats, with no other significant difference as regards other SCFAs. Finally, total SCFA concentration was 1.5 (RR rats) to 2.6 (WR rats) times higher in feces than in cecal content.

**Fig 2:**
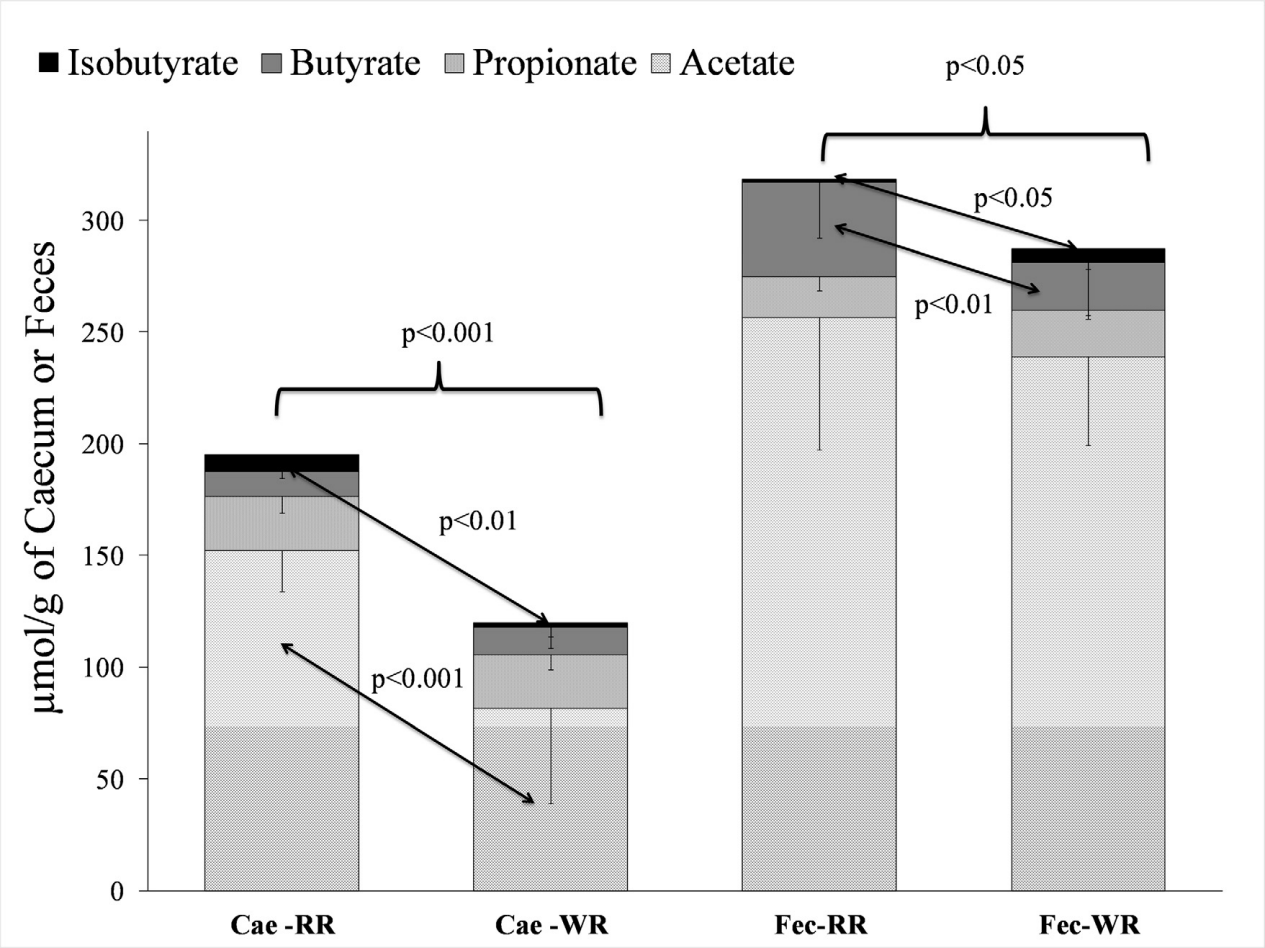
Levels of short chain fatty acids in cecal (Cae) and fecal (Fec) contents after 12 weeks of treatment.

## Discussion

### Summary

This study in rats definitely provides new data regarding the effects of WR consumption on lipid metabolism and gut microbiota composition. We show for the first time that WR consumption resulted in increased levels of EPA and DHA in both plasma and liver. The gut microbiota profile was improved with increased overall diversity (as shown by the Simpson and Shannon indexes), decreased *Firmicutes/Bacteroidetes* ratio and decreased *Clostridium* cluster XIV and IA families in WR rats. The total amounts of SCFAs were unexpectedly decreased by WR consumption in both the cecum and feces. These major biological effects can, at least in part, explain the health benefits usually associated with whole grain rye consumption and probably result from the increased consumption of polyphenols and fiber present in large quantities (+29% and +21% respectively) in the WR compared with the RR diet.

### Effect of whole rye on polyphenol excretion in urine

As expected [8], the lignan enterolactone was found to be present in significantly higher levels in the urine of rats fed WR as plant lignans are localized in the aleurone and pericarp-testa cell layers [7], giving a much higher concentration of lignans in the WR than in the RR diet. In the same way, there were significantly more phenolic acid metabolites in the urine of rats treated with WR. It is known that rye bran is a rich source of hydroxycinnamates such as ferulic and coumaric acid [32–34]. It is known that the metabolism of polyphenols, in particular rye lignans, occurs mainly in the gut and mostly under the influence of the microbiota [35, 36] as also discussed below.

### Effect of whole rye on EPA and DHA in liver and plasma

Proportions of plasma and liver n-3 EPA and DHA were significantly higher in rats fed the WR diet. Among the compounds provided by WR, polyphenols may play a dominant role in this. This is an explanation supported by our previous findings on the effects of wine polyphenols in humans and polyphenol-rich cereals in rats, where polyphenol intake was associated with increased plasma n-3 LCFA [13, 14, 26, 27]. A study in patients receiving rye bread also shows increased plasma n-3 LCFA [37] and supports the theory that rye polyphenols influence the metabolism of n-3 LCFA.

In this study, increased proportions of EPA and DHA were observed in the liver for the first time, suggesting that the main impact of WR on the n-3 synthesis pathway may be the stimulation of endogenous n-3 LCFA synthesis in the liver. Indeed, there was a significant increase in 18:4n-3 (2^nd^ step in DHA synthesis) in the liver associated with a nonsignificant decrease in the essential fatty acid 18:3n-3 and a nonsignificant increase in 22:5n-3 (4^th^ step). All of these changes suggest stimulation of the whole n-3 fatty acid synthesis pathway in the liver [38]. In other words, the entire hepatic system involved in n-3 synthesis, including elongases (addition of carbons to the carbonyl chain) and delta-5 and delta-6 desaturase (addition of double-bonds) enzymes is stimulated. At the same time, we observe a significant decrease in the essential fatty acid 18:2n-6 associated with a significant increase in 18:3n-6, suggesting that the first stage of the n-6 synthesis pathway (desaturation) in the liver was stimulated by WR consumption. The next stages of the n-6 synthesis pathway (elongation and second desaturation) were apparently not affected as hepatic and plasma levels of the other n-6 LCFA were not different. Thus, while affecting the same enzymatic system, rye polyphenol consumption affected the n-3 and n-6 synthesis pathways differently. We also reported this as a finding in our previous studies with anthocyanins and wheat phenolic acids [13, 14, 26, 27]. A possible explanation for this is that some steps of the n-3 synthesis pathway, and notably DHA synthesis (last step), is partly sex hormone-dependent [10–12, 39–42]. Rye lignans may partly explain our data in terms of n-3 since they do have some estrogen-like activity [43, 44]. In contrast, the effect of wheat polyphenols, mainly phenolic acids with no estrogen-like effect, on the n-3 synthesis pathway was limited as only plasma EPA was increased [14]. The effect of rye-derived enterolactone is quite similar to that of anthocyanin pigments, that have been demonstrated to increase both EPA and DHA [13, 26, 27]. However, while anthocyanins and enterolactone share some mechanisms of action on the n-3 synthesis pathway, this is probably not through their estrogen-like effect (described with enterolactone) since anthocyanins do not have any estrogen-like effect.

Another potential mechanism of action is the possibility that the antioxidant polyphenols may protect n-3 LCFA from oxidative destruction. This is suggested by studies where polyphenols reduced lipid peroxidation [45]. Finally, in a recent study involving growing gilts fed a flax-seed containing diet [46], ileal flow of EPA and DHA exceeded their dietary intakes, indicating net appearance of these fatty acids and suggesting that gut microbiota could stimulate the n-3 synthesis pathway. In our study, however, we show only a marginal effect on cecal microbiota, suggesting that if the gut microbiota is involved, this predominantly occurs in the large intestine and not in the cecum or above the cecum. Another critical question that arises is why the supposedly EPA (and DHA)-boosting mechanisms work on the n-3 and not the n-6 synthesis pathway, although the same enzymatic equipment and also the same antioxidant (and supposedly protective) polyphenols are involved. While future studies need to be conducted to investigate complex interactive mechanisms, this study clearly confirms a disconnection between n-3 and n-6 pathway regulation under the influence of polyphenols, whilst providing no satisfactory explanation.

### Whole rye-induced modification of the gut microbiota and short-chain fatty acid production

The second main objective of this study was to examine whether WR consumption results in significant changes in overall gut microbiota composition and some associated metabolic effects. This was assessed by analyzing gut bacteria at phylum and family level and measuring SCFA in both feces and cecum. This comparison was done according to the results showing no difference between bacterial quantities observed in the feces and in the cecum. We acknowledge that a more specific approach at species level would have constituted a more precise approach, at least qualitatively, but our main objective was to identify significant changes in overall microbiota composition and diversity following WR consumption rather than very specific changes at species level. In fact the WR diet significantly increased microbial diversity in the feces compared with the RR diet. Diversity is important in all ecosystems in order to promote both stability and adaptation. Gut microbiota diversity is becoming a new health indicator whereas loss of diversity within the gut microbiota has been linked with an increased number of pathological conditions [47, 48]. From these data, it can be said that the increased gut microbiota diversity resulting from WR consumption is definitely a potential health effect of WR diet.

After 12 weeks of this study, a significant lower proportion of the phylum *Firmicutes* was found in the WR rats, combined with a higher proportion of the phylum *Bacteroidetes* although non-significant (p = 0.085) and thus a lower *Firmicutes*-to-*Bacteroidetes* ratio, which is often, although not always, considered beneficial for the prevention of metabolic disorders such as obesity and insulin resistance [22, 49–52]. Concomitantly the number of *Firmicutes (*especially *Clostridium* cluster XIV and uncultured *Clostridiales* IA) decreased and the number of *Bacteriodetes* (especially Bacteroidaceae) increased when following the WR diet, whereas the opposite was observed in rats following the RR diet. This is in line with what has been observed during studies in humans [53], indicating that a plant-based diet is associated with decreased *Clostridium* cluster XIV and a higher *Bacteroides*-*Prevotella* ratio. In our study the WR diet resulted in a more than 3-fold increase in mean *Bacteroidaceae*-*Prevotellaceae* ratio (0.72), while this was unaffected by the RR diet: 0.17 compared to 0.20 and 0.22 at baseline. By contrast, an inverse effect is observed in the cecum, this ratio being 0.10 and 0.49 after 12 weeks under the WR and the RR diet respectively (Table 5). This highlights the importance of assessing the cecum in rat experiments, as further indicated by SCFA production: under the WR diet, cecal SCFAs are reduced (compared with RR diet) and also differ qualitatively from the SCFAs retrieved from the feces (Fig 2). These data are difficult to interpret because we cannot separate two different phenomena in the gut (particularly above the cecum), i.e. the production and intestinal absorption of SCFA. More investigation must be done to link the SCFA profile in the gut with the SCFA profile in the body (suggesting potential health benefits). However this could suggest that the microbiota of WR rats may be less efficient at extracting energy from a given diet than the microbiota of RR rats, even in presence of nondigestible carbohydrates (fiber).

Regarding specifically the SCFA issue, the main difference between the two groups observed in our study concerns the absolute amounts of acetate in the cecum and of butyrate in the feces. These results are in line with recent studies investigating the interaction between gut bacteria and polyphenols [54, 55]. In a study in rats, dietary polyphenols affected the growth of certain families of bacteria, including *Bifidobacterium* and *Prevotella*, with a reduction in cecal acetate levels, as in our own study [54]. In another study in humans, anthocyanin-rich wine increased the fecal concentration of *Bifidobacterium* and the highest proportions of *Bifidobacteria* were associated with the highest urinary concentrations of anthocyanin metabolites, confirming these polyphenols as potential bacterial substrates [55]. These studies highlight the importance of identifying and quantifying all polyphenol metabolites in urine and feces using specific techniques such as isotopically labeled cyanidin-3-glucoside in humans [56]. Overall these data indicate that both the nondigestible carbohydrates (fiber) and the polyphenols in the WR diet were potential contributors to the changes observed in gut microbiota composition and SCFA production.

We also note that, in general, our data do not agree with certain studies in humans showing that the fecal microbiotas of humans living in rural areas are enriched with *Prevotella* spp. [57, 58]. The difference may be due to long-term exposure to traditional diets rich in plant-derived complex carbohydrates but poor in total energy intake [57, 58]. Our results contrast with those observed in humans eating whole rye bread, where fecal proportions of the *Bacteroides* species decreased after 6 weeks [59]. However, in this study patients had metabolic syndrome at baseline (and supposedly the associated microbiota) and exposure to whole rye bread was very short-term (6 weeks) and not long enough to provoke significant changes in microbiota composition. These examples highlights that studies should be carefully examined before drawing any conclusions or before extrapolating animal data to humans. Finally, the *Proteobacteria* phylum increased in WR rats after 12 weeks despite a significant drop in the *Desulfovibrionaceae* family. This might be beneficial to health as sulfate-reducing bacteria produce hydrogen sulfide, whose effects in the gut are unclear but thought to be harmful [60, 61]. Viewed as a whole, our data illustrate the complexity of gut microbiota physiology and the way the gut bacteria respond to dietary changes. Further studies using more sophisticated technology are required in order to fully understand how WR influences gut microbiota and how in turn the gut microbiota influences the metabolism of plant polyphenols. In particular, the effect of gut microbiota on SCFA production is complex and cannot be explained by the stimulation of a single phylum such as the *Firmicutes* or specific *Firmicutes* families either above or below the cecum.

Taken all together, our results showed that WR consumption is associated with biological modifications considered as health benefits. Indeed, it increased plasma and liver n-3 EPA and DHA levels and improved gut microbiota profile, especially by increasing their diversity known for their benefits against chronic diseases [9–22, 23].

## Conclusions

Including WR in the diet increased plasma and hepatic concentrations of n-3 LCFA (as well as urinary polyphenols), improved Firmicutes/Bacteroidetes ratio's and gut microbiota diversity. These results demonstrated for the first time that WR consumption can result in several biological modifications with potential health benefits. Although the exact mechanisms are not clearly identified and require further investigation, our results provide new insights into the possible health benefits of whole rye consumption. For instance, the effect of WR consumption on rats with metabolic syndrome can be investigated.

## Supporting Information

S1 Fig Bacterial phyla in the faeces at the beginning (F0) and at the end of the experiment (F12) and in the caecum (Cae) of rats fed a diet containing whole rye (WR) or refined rye (RR). (EPS) Click here for additional data file.

S1 Table Mass spectral characteristics of isoflavones and lignan in rye diets. (EPS) Click here for additional data file.

S2 Table Mass spectral chracteristics of urinary polyphenolic metabolites. (EPS) Click here for additional data file.

## ABBREVIATIONS

RR: refined rye
WR: whole rye
Cae: Cecal content
HuGChip: Human Gut Chip
PAST: Paleontological Statistics
SCFA: short chain fatty acids
EPA: Eicosapentaenoic acid
DHA: Docosahexanoic acid
UHPLC: Ultra High Performance Liquid Chromatography

## References

[1] WuH, FlintAJ, QiQ, van DamRM, SampsonLA, RimmEB, et al Association between dietary whole grain intake and risk of mortality. JAMA Intern Med. 2015; 175(3):373–384. 10.1001/jamainternmed.2014.6283 25559238PMC4429593

[2] BartłomiejS, JustynaRK, EwaN. Bioactive compounds in cereal grains—occurrence, structure, technological significance and nutritional benefits—a review. Food Sci Technol Int. 2012; 18: 559–568. 10.1177/1082013211433079 23064524

[3] BelobrajdicDP, BirdAR The potential role of phytochemicals in wholegrain cereals for the prevention of type-2 diabetes. Nutr J. 2013; 12:62 10.1186/1475-2891-12-62 23679924PMC3658901

[4] FrølichW, AmanP, TetensI. Whole grain foods and health—a Scandinavian perspective. Food Nutr Res. 2013; 57: 18503.10.3402/fnr.v57i0.18503PMC357221423411562

[5] KyrøC, SkeieG, DragstedLO, ChristensenJ, OvervadK, HallmansG, et al Intake of whole grain in Scandinavia: intake, sources and compliance with new national recommendations. Scand J Public Health. 2012; 40(1):76–84. 10.1177/1403494811421057 21976053

[6] GlitsøLV, MazurWM, AdlercreutzH, WähäläK, MäkeläT, SandströmB, et al Intestinal metabolism of rye lignans in pigs. Br J Nutr. 2000; 84(4):429–37. 11103213

[7] NilssonM, ÅmanP, HärkönenH, HallmansG, KnudsenKEB, MazurW, et al Content of nutrients and lignans in roller milled fractions of rye. J Sc of Food and Agri. 1997; 73(2): 143–148.

[8] JuntunenKS, MazurWM, LiukkonenKH, UeharaM, PoutanenKS, AdlercreutzHC, et al Consumption of whole meal rye bread increases serum concentrations and urinary excretion of enterolactone compared with consumption of white wheat bread in healthy Finnish men and women. Br J Nutr. 2000; 84(6):839–46. 11177200

[9] SuperkoHR, SuperkoSM, NasirK, AgatsonA, GarrettBC. Omega-3 fatty acid blood levels. Clinical significance and controversy. Circulation. 2013; 128:2154–61. 10.1161/CIRCULATIONAHA.113.002731 24190935

[10] ChildsCE, Romeu-NadalM, BurdgeGC, CalderPC. Gender differences in the n-3 fatty acid content of tissues. Proc Nutr Soc. 2008; 67(1):19–27. 10.1017/S0029665108005983 18234128

[11] BurdgeGC, CalderPC. Conversion of alpha-linolenic acid to longer-chain polyunsaturated fatty acids in human adults. Review. Reprod Nutr Dev. 2005; 45(5):581–97. 1618820910.1051/rnd:2005047

[12] SibbonsCM, BrennaJT, LawrenceP, HoileSP, Clarke-HarrisR, LillycropKA, et al Effect of sex hormones on n-3 polyunsaturated fatty acid biosynthesis in HepG2 cells and in human primary hepatocytes. Prostaglandins Leukot Essent Fatty Acids. 2014; 90(2–3):47–54. 10.1016/j.plefa.2013.12.006 24411721PMC4046896

[13] ToufektsianMC, SalenP, TonelliC, de LorgerilM. Dietary flavonoids increase plasma very long-chain (n-3) fatty acids in rats. J Nutr. 2011; 141:37–41. 10.3945/jn.110.127225 21068183

[14] OunnasF, PrivéF, SalenP, Hazane-PuchF, LaporteF, FontaineE, et al Wheat aleurone polyphenols increase plasma eicosapentaenoic acid in rats. Food Nutr Res. 2014; 58: 24604.10.3402/fnr.v58.24604PMC413992925206320

[15] Le GallM, SerenaA, JørgensenH, TheilPK, BachKnudsen KE**.** The role of whole-wheat grain and wheat and rye ingredients on the digestion and fermentation processes in the gut-a model experiment with pigs. Br J Nutr**.** 2009; 102(11):1590–600. 10.1017/S0007114509990924 19635175

[16] TheilPK, JørgensenH, SerenaA, HendricksonJ, Bach KnudsenKE. Products deriving from microbial fermentation are linked to insulinaemic response in pigs fed breads prepared from whole-wheat grain and wheat and rye ingredients. Br J Nutr. 2011; 105(3):373–83. 10.1017/S0007114510003715 20923581

[17] LozuponeCA, StombaughJI, GordonJI, JanssonJK, KnightR. Diversity, stability and resilience of the human gut microbiota. Nature. 2012; 489(7415):220–30. 10.1038/nature11550 22972295PMC3577372

[18] GlitsøLV, BrunsgaardG, HøjsgaardS, SandströmB, Bach KnudsenKE. Intestinal degradation in pigs of rye dietary fibre with different structural characteristics. Br J Nutr. 1998; 80(5):457–68. 9924268

[19] WongJM, de SouzaR, KendallCW, EmamA, JenkinsDJ. Colonic health: fermentation and short chain fatty acids. J Clin Gastroenterol. 2006; 40(3):235–43. 1663312910.1097/00004836-200603000-00015

[20] HamerHM, JonkersD, VenemaK, VanhoutvinS, TroostFJ, BrummerRJ, et al Review article: the role of butyrate on colonic function. Aliment Pharmacol Ther. 2008; 15;27(2):104–19. 1797364510.1111/j.1365-2036.2007.03562.x

[21] EverardA, CaniPD. Diabetes, obesity and gut microbiota. Best Pract Res Clin Gastroenterol. 2013; 27(1):73–83. 10.1016/j.bpg.2013.03.007 23768554

[22] ZhaoL. The gut microbiota and obesity: from correlation to causality. Nat Rev Microbiol. 2013; 11(9):639–47. 10.1038/nrmicro3089 23912213

[23] FreelandKR, WilsonC, WoleverTM. Adaptation of colonic fermentation and glucagon-like peptide-1 secretion with increased wheat fibre intake for 1 year in hyperinsulinaemic human subjects. Br J Nutr. 2010; 103(1):82–90. 10.1017/S0007114509991462 19664300

[24] HallmansG, ZhangJX, LundinE, StattinP, JohanssonA, JohanssonI, et al Rye, lignans and human health. Proc Nutr. 2003; Soc 62: 193–119.10.1079/pns200222912749346

[25] ReevesPG, NielsenFH, FaheyGC. AIN-93 purified diets for laboratory rodents: final report of the American Institute of 365 Nutrition ad hoc writing committee on the reformulation of the AIN-76A rodent diet. J Nutr. 1993; 123: 193951.10.1093/jn/123.11.19398229312

[26] di GiuseppeR, de LorgerilM, SalenP, LaporteF, Di CastelnuovoA, KroghV, et al Alcohol consumption and n-3 polyunsaturated fatty acids in healthy men and women from 3 European populations. Am J Clin Nutr. 2009; 89:354–62. 10.3945/ajcn.2008.26661 19056552

[27] de LorgerilM, SalenP, MartinJL, BoucherF, de LeirisJ. Interactions of wine drinking with omega-3 fatty acids in patients with coronary heart disease: a fish-like effect of moderate wine drinking. Am Heart J. 2008; 155:175–81. 1808251010.1016/j.ahj.2007.08.009

[28] CalaniL, OunnasF, SalenP, DemeilliersC, BrescianiL, BrighentiF, et al Bioavailability and metabolism of hydroxycinnamates in rats fed with durum wheat aleurone fractions. Food Funct. 2014; 23;5(8):1738–46. 10.1039/c4fo00328d 24977665

[29] TotteyW, DenonfouxJ, JaziriF, ParisotN, MissaouiM, HillDRC, et al The human gut chip "HuGChip", an explorative phylogenetic microarray for determining gut microbiome diversity at family level. PLoS One. 2013; 17;8(5):e62544 10.1371/journal.pone.0062544 23690942PMC3656878

[30] Feria-GervasioD, DenisS, AlricM, BrugèreJF. In vitro maintenance of a human proximal colon microbiota using the continuous fermentation system P-ECSIM. Appl Microbiol Biotechnol. 2011; 91(5):1425–33. 10.1007/s00253-011-3462-5 21773764

[31] HammerØ, HaprperDAT, RyanPD. Paleontological statistics software package for education and data analysis. Palaeontologia Electronica. 2001; 4(1): 4–8.

[32] AndreasenMF, KroonPA, WilliamsonG, Garcia-ConesaMT. Esterase activity able to hydrolyze dietary antioxidant hydroxycinnamates is distributed along the intestine of mammals. J Agric Food Chem. 2001; 49(11):5679–84. 1171437710.1021/jf010668c

[33] AndreasenMF, ChristensenLP, MeyerAS, HansenA. Content of phenolic acids and ferulic acid dehydrodimers in 17 rye (Secale cereale L.) varieties. J Agric Food Chem. 2000; 48(7):2837–42. 1103248110.1021/jf991266w

[34] NordlundE, AuraAM, MattilaI, KössöT, RouauX, PoutanenK, et al Formation of phenolic microbial metabolites and short-chain fatty acids from rye, wheat, and oat bran and their fractions in the metabolical in vitro colon model. J Agric Food Chem. 2012; 22;60(33):8134–45. 10.1021/jf3008037 22731123

[35] ParkarSG, TrowerTM, StevensonDE. Fecal microbial metabolism of polyphenols and its effects on human gut microbiota. Anaerobe. 2013; 23:12–9. 10.1016/j.anaerobe.2013.07.009 23916722

[36] LandeteJM. Plant and mammalian lignans: a review of source, intake, metabolism, intestinal bacteria and health. Food Res Int. 2012; 46:410–424

[37] LankinenM, SchwabU, GopalacharyuluPV, Seppänen-LaaksoT, YetukuriL, Sysi-AhoM, et al Dietary carbohydrate modification alters serum metabolic profiles in individuals with the metabolic syndrome. Nutr Metab Cardiovasc Dis. 2010; 20(4):249–57. 10.1016/j.numecd.2009.04.009 19553094

[38] EmkenEA. Stable isotope approaches, applications and issues related to polyunsaturated fatty acid metabolism studies. Lipids. 2001; 36: 965–973. 1172446910.1007/s11745-001-0807-4

[39] GiltayEJ, GoorenLJ, TooriansAW, KatanMB, ZockPL. Docosahexaenoic acid concentrations are higher in women than in men because of estrogenic effects. Am J Clin Nutr. 2004; 80:1167–74. 1553166210.1093/ajcn/80.5.1167

[40] BurdgeGC, WoottonSAConversion of alpha-linolenic acid to eicosapentaenoic, docosapentaenoic and docosahexaenoic acids in young women. Br J Nutr. 2002; 88(4):411–20. 1232309010.1079/BJN2002689

[41] BurdgeGC, JonesAE, Wootton SA Eicosapentaenoic and docosapentaenoic acids are the principal products of alpha-linolenic acid metabolism in young men. Br J Nutr. 2002; 88(4):355–63. 1232308510.1079/BJN2002662

[42] PawloskyR, HibbelnJ, LinY, SalemN. n-3 fatty acid metabolism in women. Br J Nutr. 2003; 90(5):993–4; 994–5 1466719310.1079/bjn2003985

[43] PenttinenP, JaehrlingJ, DamdimopoulosAE, InzunzaJ, LemmenJG, van der SaagP, et al Diet derived polyphenol metabolite enterolactone is a tissue-specific estrogen receptor activator. Endocrinology. 2007; 148:4875–86. 1762800810.1210/en.2007-0289

[44] DamdimopoulouP, NurmiT, SalminenA, DamdimopoulosAE, KotkaM, van der SaagP, et al A single dose of enterolactone activates estrogen signaling and regulates expression of circadian clock genes in mice. J Nutr. 2011; 141(9):1583–9. 10.3945/jn.111.140277 21753063

[45] GobertM, MartinB, FerlayA, ChilliardY, GrauletB, PradelP, et al Plant polyphenols associated with vitamin E can reduce plasma lipoperoxidation in dairy cows given n-3 polyunsaturated fatty acids. J Dairy Sci. 2009; 92(12):6095–104. 10.3168/jds.2009-2087 19923612

[46] Martínez-RamírezHR, KramerJK, de LangeCF. Ileal flows and apparent ileal digestibility of fatty acids in growing gilts fed flaxseed containing diets. J Anim Sci. 2013; 91(6):2729–39. 10.2527/jas.2012-5783 23478834

[47] Le ChatelierE, NielsenT, QinJ, PriftiE, HildebrandF, FalonyG, et al Richness of human gut microbiome correlates with metabolic markers. Nature. 2013; 500:541–546. 10.1038/nature12506 23985870

[48] ClaessonMJ, JefferyIB, CondeS, PowerSE, O'ConnorEM, CusackS, et al Gut microbiota composition correlates with diet and health in the elderly. Nature. 2012; 488:178–184. 10.1038/nature11319 22797518

[49] BervoetsL, Van HoorenbeeckK, KortlevenI, Van NotenC, HensN, VaelC, et al Differences in gut microbiota composition between obese and lean children: a cross-sectional study. Gut Pathog. 2013; 5(1):10 10.1186/1757-4749-5-10 23631345PMC3658928

[50] TurnbaughPJ, LeyRE, MahowaldMA, MagriniV, MardisER, GordonJI. An obesity-associated gut microbiome with increased capacity for energy harvest. Nature. 2006; 444(7122):1027–31. 1718331210.1038/nature05414

[51] TurnbaughPJ, BackhedF, FultonL, GordonJI. Diet-induced obesity is linked to marked but reversible alterations in the mouse distal gut microbiome. Cell Host Microbe. 2008; 3:213–23. 10.1016/j.chom.2008.02.015 18407065PMC3687783

[52] CaricilliAM, SaadMJ. The role of gut microbiota on insulin resistance. Nutrients. 2013; 5(3):829–51. 10.3390/nu5030829 23482058PMC3705322

[53] MatijašićBB, ObermajerT, LipoglavšekL, GrabnarI, AvguštinG, RogeljI. Association of dietary type with fecal microbiota in vegetarians and omnivores in Slovenia. Eur J Nutr. 2014; 53(4):1051–64. 10.1007/s00394-013-0607-6 24173964

[54] UnnoT, SakumaM, MitsuhashiS. Effect of dietary supplementation of (-)-epigallocatechin gallate on gut microbiota and biomarkers of colonic fermentation in rats. J Nutr Sci Vitaminol (Tokyo). 2014; 60(3):213–9.2507837810.3177/jnsv.60.213

[55] Boto-OrdóñezM, Urpi-SardaM, Queipo-OrtuñoMI, TulipaniS, TinahonesFJ, Andres-LacuevaC. High levels of Bifidobacteria are associated with increased levels of anthocyanin microbial metabolites: a randomized clinical trial. Food Funct. 2014; 5:1932–1938. 10.1039/c4fo00029c 24958563

[56] CzankC, CassidyA, ZhangQ, MorrisonDJ, PrestonT, KroonPA, et al Human metabolism and elimination of the anthocyanin, cyanidin-3-glucoside: a (13)C-tracer study. Am J Clin Nutr. 2013; 97:995–1003. 10.3945/ajcn.112.049247 23604435

[57] De FilippoC, CavalieriD, Di PaolaM, RamazzottiM, PoulletJB, MassartS, et al Impact of diet in shaping gut microbiota revealed by a comparative study in children from Europe and rural Africa. Proc Natl Acad Sci U S A. 2010; 107(33):14691–6. 10.1073/pnas.1005963107 20679230PMC2930426

[58] YatsunenkoT, ReyFE, ManaryMJ, TrehanI, Dominguez-BelloMG, ContrerasM, et al Human gut microbiome viewed across age and geography. Nature. 2012; 486(7402):222–7. 10.1038/nature11053 22699611PMC3376388

[59] LappiJ, SalojärviJ, KolehmainenM, MykkänenH, PoutanenK, de VosWM, et al Intake of whole-grain and fiber-rich rye bread versus refined wheat bread does not differentiate intestinal microbiota composition in Finnish adults with metabolic syndrome. J Nutr. 2013; 143(5):648–55. 10.3945/jn.112.172668 23514765

[60] CarboneroF, BenefielAC, Alizadeh-GhamsariAH, GaskinsHR. Microbial pathways in colonic sulfur metabolism and links with health and disease. Front Physiol. 2012; 3:448 10.3389/fphys.2012.00448 23226130PMC3508456

[61] ReyFE, GonzalezMD, ChengJ, WuM, AhernPP, GordonJI, et al Metabolic niche of a prominent sulfate-reducing human gut bacterium. Proc Natl Acad Sci U S A. 2013; 110(33):13582–7. 10.1073/pnas.1312524110 23898195PMC3746858

How the deposited data were processed for this re-analysis (not part of the article)

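Fecal and cecal samples from 5 RR rats and 5 WR rats were measured on the HuGChip, with 30 samples on 15 arrays. The samples were grouped by diet and by sample type (F0, F12 and Cae) from the sample labels, which gave 6 groups of 5. The rat number of each label pairs the 3 samples of one rat. Rats of different diets are different animals, also where they bear the same number, so that rats were never paired between diets. Pairing by rat was used as an alternative, and the correlation limma estimated for it was -0.0292. No sample was left out of the main results. The other measurements of the paper (quantitative PCR, short-chain fatty acids, lipids and polyphenol metabolites) have no file here and were not analysed here.

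The intensity values in the scanner tables, as deposited by the authors, are the median pixel brightness of each spot and of its local background in the sample's own dye, extracted by the authors with Agilent Feature Extraction, without background subtraction, dye normalization or scaling between arrays. The methods and the file headers give different versions of this software. Of the 45 columns of the 30 tables, 41 hold the same values in every table, among them the processed signal, the background-subtracted signal and the flags. The main measure set before the data were examined was the processed signal, and it was replaced by the median signal because of this. The ratio values in the series matrix, as deposited by the authors, equal the median signal divided by the median local background, summarized as the median over the 3 spots (checked for 133230 of 133230 values, to a relative tolerance of 1e-05). They served as an alternative. The 180 spots without a probe name in each table were not used as probes.

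From each spot the local background and the median of the 140 negative control spots of the same sample were subtracted. This median was 43.75 to 172.75 units above the local background in Cy3 and -17.75 to 1 in Cy5. A probe was detected where at least 2 of its 3 spots lay more than 3 median absolute deviations above this median. In each sample 8.42% to 30.1% of the 4441 probes were detected, with a median of 21.4%, and 10 to 409 probes had a signal of at least 0.99 of the highest value of the sample, so that large signals are compressed. The number of arrays limits the precision.

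The set of a probe was read from the prefix of its name. There are 66 prefixes, with 5 to 324 probes each and a median of 49.5. The files do not name the family of a prefix, and none was assigned from its number or its values. The plan had been to make no result per family in that case, and results per set without a name were made in its place. Phyla, and the families the paper names, were not analysed here. The mean over the 3 spots was set before the data were examined, but group means of the diversity indices had been seen with the median over the 3 spots before the main results were made. Relative abundances, the Shannon index and the Simpson index were computed as described beside the results, and 42 to 64 sets were above 0 in a sample. Sets above 0 in at least 5 of the 20 fecal samples were tested, which were all 66.

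Differences between diets used an exact permutation test over the 252 relabellings of 5 against 5 samples, where the smallest two-sided p is 0.00794. After adjustment over 66 sets, a call at this p needs at least 11 sets that reach it together, so a small number of sets that differ between the diets at one time would not be called. The time*diet effect used all 63504 combinations of relabellings at F0 and at F12. Its null hypothesis is that diet labels can be exchanged at both times, so a difference at a single time also counts against it. It takes the samples as independent, and samples of one array are not. Adjusted p values follow Benjamini and Hochberg, with a threshold of 0.05. A log2 scale for the sets used a pseudocount of 0.1 percentage points.

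For single probes, the signals of each sample were divided by their 75th percentile over the 35 probes detected in all 30 samples, with a common floor of -10.141 on the log2 scale. The percentile over all probes had been set before the data were examined. It was replaced before any probe was tested, since under 50% of the probes were detected, and is kept as an alternative. On the array out of probe order, the values under the names of these 35 probes need not be theirs. The 1257 probes detected in at least 5 samples were tested with limma, with all 6 groups in one model. As single items, the 3 sets with the largest absolute time*diet effect in percentage points and at most 2 probes with the largest positive and 2 with the largest negative effect past the threshold are named, and with the main scaling no probe had a negative one.

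Tested on simulated data with the mean and the spread of each probe in these samples, 200 of the 1257 probes were changed by 3 on the log2 scale. limma then called 33.5% of them at F12, and 6.94% of its calls were on probes not changed. For time*diet it called 24%, with 5.88% of its calls on probes not changed. With no change it called 0. On simulated sets raised in WR F12 by 4 times their SD, the exact permutation test called 20 of 20 changed sets at F12 and 1 unchanged set, 11 of 20 and 2 unchanged sets for time*diet, and 0 with no change.

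The alternatives concerned the background correction (normexp with an offset of 50), the filter on detection, the summary over spots and over probes, the scaling between samples, the deposited ratios, the block (rat or array), each rat left out, the array out of probe order left out, the background set of the arrays as a term, and the methods' two-way analysis of variance. The order of the values on the array out of probe order could not be restored from the files. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.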

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

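The tests of the order of the probes and of a wrong label on one array, of the dye for the Shannon index, of the brightness of the samples and of the floor for b6998_4_1 were chosen only after the result was seen.

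A sample stood apart from the other 4 of its group in 9 of 48 groups tested (Dixon's ratio above 0.71). Chance alone gives about 1 in 20. For the Shannon index these were RR rat 3 at F0, with 3.88, and WR rat 7 in the cecum, with 3.82. Both lay on the same array. The 3 spots of a probe correlated there at 0.0225 (RR rat 3), where other arrays had at least 0.882, which fits values that are not in the order of the probe names. A wrong sample label is argued against, since the highest correlation of these samples with any sample of another array was 0.0294, while every other sample reached at least 0.780. Values in a wrong order spread the signal evenly over the sets, so these 2 indices say nothing about the rats.

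The share of b6995 was 15.7% in RR rat 10 at F0 and 16.4% in the same rat at F12, apart from the other RR rats at both times. These 2 samples shared an array. Over the other 13 arrays in probe order, the shares of the Cy3 and the Cy5 sample rose and fell together (Pearson's r = 0.987, permutation test, p = 1e-05, the smallest it can give, adjusted 4e-05 over 4 such correlations, Spearman's rho = 0.912, p = 5e-05, and r = 0.983 without the 2 farthest arrays). Within the 7 arrays with the higher background r was 0.558 (exact permutation test, p = 0.207) and within the 6 with the lower background 0.979 (exact permutation test, p = 0.00556), so the relation is not shown within the first. In the cecum the same rat had 0.155%, on an array with WR rat 12 at F12, which had 0.367%. A signal shared by the 2 samples of an array may therefore explain the high shares. That the rat itself had a high share in feces stays open, as no array measured it alone.

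The log2 signal of b6959_4_31 was -1.58 in RR rat 10 at F12, where the other 4 lay at -10.14 to -8.66. It was -7.17 in the cecum of RR rat 10 and -4.11 in WR rat 12 at F12, below the others of both groups, and these 2 samples shared an array. Over the other 12 arrays the 2 samples of an array again rose and fell together (Pearson's r = 0.944, permutation test, p = 9e-05, adjusted 0.00018, Spearman's rho = 0.937, p = 5e-05, and r = 0.970 without the 2 farthest). Within the 7 of them with the higher background r was 0.765 (exact permutation test, p = 0.0226). The rank correlation there, rho = 0.704, was not past the threshold (exact permutation test, p = 0.105). A shared signal is a candidate explanation here too, and a difference between the rats stays open. For b6998_4_1, RR rat 10 at F12 had -4.45 and WR rat 7 at F0 had -7.96, while the other 4 samples of each group lay at the floor, so that any value above the floor stands apart.

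The Shannon index had a time*diet effect of 0.434 and the Simpson index one of 0.0280. For the Shannon index, a difference between arrays with a higher and a lower background as the whole cause stays open. With the background set as a term the effect was 0.665 (exact permutation test, p = 0.0149). Without the array out of probe order it was 0.332 (exact permutation test over 126 relabellings, p = 0.0397). But all WR samples changed background set between F0 and F12, so the term was estimated from other groups. With this term, the difference at F12 alone had p = 0.167 (exact permutation test), the smallest that its 6 relabellings allow. The array out of probe order as the whole cause is argued against, since without it the effect was 0.286 (p = 0.0251, exact permutation test), although smaller. Still open is the number of detected probes, which the index followed within groups (r = 0.746 over 28 samples, permutation test, p = 0.00111, adjusted 0.00111 over 4 correlations, rho = 0.593, p = 0.00315, and r = 0.547, p = 0.0204, without the 2 farthest). This number may reflect how well a hybridization went as much as the bacteria present. The dye also cannot be told apart from the diet, since RR F12 was the only fecal group in Cy5. Within arrays the Cy3 sample had an index higher by 0.113 on average, on 14 of 14 arrays (permutation test, p = 0.000122), and by 0.126 on the 4 arrays without F12 samples, higher on all 4. These 4 all paired feces at F0 in Cy3 with cecal content in Cy5, and the others also paired different sample types. The gap may therefore come from the sample type in place of the dye. Taken as a dye effect, the mean of 0.113 would leave 0.173 of the effect without the array out of probe order. The indices of the 2 samples of an array followed each other (r = 0.794 over 14 arrays, permutation test, p = 0.00037, adjusted 0.000493, rho = 0.714, p = 0.0055, and r = 0.679, p = 0.0223, without the 2 farthest). This held within the 7 arrays of lower background (r = 0.975, exact permutation test, p = 0.00198) and not past the threshold within the 7 others (r = 0.665, exact permutation test, p = 0.102). The diet is a further open explanation. Without WR rat 5 or 12 the effect was no longer past the threshold (0.395 and 0.396, exact permutation tests, p = 0.0539 and p = 0.0619).

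Of the 66 probe sets, 14 had a time*diet effect by the exact permutation test, and 1 of 100 splits of the samples, the real one, gave as many. These splits relabel the samples as if they were independent, while 4 RR samples at F12 shared arrays with WR samples at F0, so chance is not excluded for this count. limma called 0 (10 unadjusted), or 1 (14 unadjusted) without the array out of probe order, and the count was 0 with the background set as a term (11 unadjusted, exact permutation test) and without WR rat 5, 8, 9 or 12. The largest effect over all samples was that of b6967, -9.12 percentage points (-7.08 without the array out of probe order, where b6995 had 7.33), which with the background set as a term was -8.23 with an adjusted p of 0.246 (over the alternatives, 0.00831 to 0.246). Its size depended on the summary of a set, at -79.1 points with the median over its probes and -2.73 with their sum. That test has 336 relabellings in place of 63504, which leaves less room for a small adjusted p. Whether the array background contributes stays open, as does the diet.

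By limma, 114 probes had a time*diet effect, all higher in WR. Of 100 splits, 2 gave as many, the real one included, and the other one gave 168. These splits have the same limit as those for the sets, so chance is not excluded. The 2 probes with the largest effect were b6998_4_1, with 14.21 on the log2 scale, and b6959_4_31, with 12.62. For b6998_4_1 the other 4 samples in RR F12 and in WR F0 lay at the floor, so the size is set in part by the floor. Bright samples lay near the highest signal for both probes, which bounds it at the other end. The count is not robust to scaling, with 0 (225 unadjusted, limma) with the percentile over all probes, 10 (7 higher) after quantile normalization and 1 with the background set as a term, which may mean that the brightness and the background of the arrays make up much of it. No biological explanation was tested beyond the diet.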

How the results depend on the processing

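These settings were chosen only after the data had been seen: the median over the 3 spots, no subtraction of the negative control median, the percentile over each sample's own detected probes, the array out of probe order left out (also with the array as a block), and the background set of the arrays as a term. The percentile over all probes was the scaling set before the data were examined, and the percentile over the 35 probes detected in all samples replaced it before any probe was tested, because under 50% of the probes were detected in every sample. The other settings were set before the data were examined. Of these, the background-subtracted signal column was not run, since it holds the same values in all samples, and the slide as a block was not run, since the files do not give the slides. Unless a cause is given, the cause was not tested.

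The time*diet effects on both indices stayed positive and past the threshold in all 15 settings besides leaving out a rat, at 0.270 to 1.71 for Shannon (exact permutation tests, highest p 0.0397) and 0.0149 to 0.899 for Simpson (highest p 0.0483). The difference at F12 stayed positive in all 13, and past the threshold in 11 of them for each index. The rest were as follows. The mean log2 signal times the share of detected probes gave at F12 a Shannon difference of 0.152 (p = 0.143, exact permutation test) and a Simpson difference of 0.00788 (p = 0.0635, exact permutation test). It also brought the change within the WR rats past the threshold (Shannon 0.180, Simpson 0.00772), as well as the Simpson difference at F0 (-0.00700), reversed the Simpson difference in the cecum (0.00110), and gave 3 sets with a time*diet effect. The background set as a term gave at F12 0.429 for Shannon and 0.0277 for Simpson, both with p = 0.167 (exact permutation tests), the smallest that its 6 relabellings allow. It gave -0.350 and -0.0227 for the changes within the RR rats, now past the threshold, -0.131 for the Shannon difference in the cecum, 0 sets with a time*diet effect (11 unadjusted, exact permutation tests), and -4.15 points for b6995. For the changes within the WR rats it left 1 relabelling and so no test.

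Taking the median over the probes of a set left both samples of the array out of probe order with no set above 0, and tested 12 sets over the other 28 samples. The Shannon difference was -0.606 at F0, -0.214 in the cecum (reversed), and the changes were -0.704 within the RR rats and 1.01 within the WR rats. For Simpson the difference was -0.336 at F0, and the changes were -0.376 and 0.523. All but the cecum came past the threshold. The sets called were 8 for time*diet and 4 at F12. Setting a set to 0 unless at least 50% of its probes were detected left out the same 2 samples and tested 12 sets. The changes within the WR rats were 0.882 (Shannon) and 0.192 (Simpson), both now past the threshold, the Shannon difference in the cecum reversed to -0.450, and 4 sets had a time*diet effect. With 33.3% in place of 50%, 17 sets were tested, and these values were 0.442, 0.0488, -0.230 and 1.

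The sum over the probes of a set brought the changes within the WR rats past the threshold (Shannon 0.174, Simpson 0.0395). The series matrix values, which are the authors' ratios of the median signal to the local background, reversed the Shannon difference in the cecum (-0.0760) and brought the change within the RR rats past the threshold (-0.251), as did the median over the 3 spots (-0.0796 and -0.248). Requiring all 3 spots above background reversed the Shannon differences at F0 (0.00639) and in the cecum (-0.216). Counting every probe, detected or not, reversed the Simpson difference in the cecum (0.000425) and left 6 sets with a time*diet effect. Without the array out of probe order the Shannon difference in the cecum was -0.131. Of these reversed differences none was past the threshold (exact permutation tests).

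With 14 sets called for time*diet, the methods' two-way analysis of variance called 0 (11 unadjusted) and limma on log2(relative abundance + 0.1) called 0 (10 unadjusted), or 1 (14 unadjusted) without the array out of probe order. Over the settings the effect of b6967 was -79.1 to -2.73 points and that of b6995 -4.15 to 38.1. At F0, in the cecum and for time over both diets, 0 sets were called in every setting run, by the exact permutation test (8, 4 and 1 unadjusted in the main results) and by limma (2, 5 and 3 unadjusted). At F0 and in the cecum this says little about stability, since at least 11 of 66 sets must reach the smallest p of 5 against 5 samples together for any to be called by the exact permutation test, and with the background set as a term the 6 relabellings in the cecum and at F12 allow no call. At F12, limma called 4 (3 higher) without the array out of probe order, and 0 with it (5 unadjusted).

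The number of probes called by limma moved more. The main numbers were 184 at F12, 31 in the cecum, 114 for time*diet, 115 between F12 and F0 within WR, 15 between F12 and the cecum within RR and 261 between F12 and the cecum within WR. In the same order, normexp with loess and Aquantile gave 0 (184 unadjusted), 0 (169 unadjusted), 9 (2 higher), 1 (0 higher), 2 (0 higher) and 0 (224 unadjusted). Quantile normalization between samples gave 21 (18 higher), 2, 10 (7 higher), 1 (0 higher), 2 (1 higher) and 0 (197 unadjusted). Centring on the median gave 25, 12 (2 higher), 2, 32, 24 and 11. Using all probes with no filter on dim ones gave 89, 1, 34, 38, 5 and 104. The percentile over all probes gave 15 at F12, 31 (1 higher) in the cecum, 0 for time*diet (225 unadjusted), 11 between F12 and F0 within WR, and 18 between F12 and the cecum within WR. The percentile over each sample's own detected probes gave 127, 3, 87, 65, 1 and 121. The median over the 3 spots gave 35, 2 (1 higher), 6, 39, 1 and 5. The background set as a term gave 8 (6 higher), 6 (3 higher), 1, 3 (2 higher), 2 and 11 (2 higher). The series matrix values gave in the cecum 2 (1 higher), and then 2, 0 (177 unadjusted), 1 and 29 for the 4 that follow. Fitting only the groups compared gave 93, 0 (178 unadjusted), 82 (81 higher), 99 (92 higher), 0 (122 unadjusted) and 144. The array as a random block (correlation 0.895) gave 237, 132 (3 higher), 144, 89, 75 and 269, and 9 between F12 and F0 within RR, where the main number was 0 (62 unadjusted). Leaving out the array out of probe order gave 4 in the cecum, 23 between F12 and the cecum within RR, 7 between F12 and F0 within RR, and 1 at F0, where the main number was 0 (49 unadjusted). With the array also as a block (correlation 0.848), it gave 320 at F12, 142 in the cecum, 205 for time*diet, 89 between F12 and the cecum within RR and 27 between F12 and F0 within RR. Of the 184 probes at F12, 18 were among those called after quantile normalization, 110 among those called from the series matrix values and 183 without the array out of probe order. The median difference over all tested probes at F12 was 1.50 on the log2 scale, 0.20 with normexp, loess and Aquantile, 0.25 with quantile normalization and 0.32 with the percentile over all probes, so the choice of scaling sets the level against which a probe is called. The effect of b6998_4_1 was 9.30 to 15.03 over the settings (highest limma adjusted p 0.0723) and that of b6959_4_31 was 3.37 to 14.42 (highest 0.668).

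The rat pairs the samples of one diet. With the replicate block (the rat), the Shannon time*diet effect was 0.434 with p = 0.0159 and the Simpson effect 0.0280 with the same p (exact permutation tests of the rats' own changes), and 11 sets were called. In limma the rat as a random block had a correlation of -0.0292, and called 184 probes at F12, 34 in the cecum and 103 for time*diet. It called 96 between F12 and F0 within WR and 248 between F12 and the cecum within WR. Over the 5 pairs of one diet, p was 0.0625 for the changes of both indices within the RR rats and 0.188 within the WR rats (exact permutation tests), and 5 pairs give no p under 0.0625, so these 2 say nothing about stability.

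Leaving out each rat in turn, the Shannon time*diet effect was 0.333 to 0.503 and fell short of the threshold without WR rat 5 or 12 (highest p 0.0619, exact permutation test), as did the Simpson effect, at 0.0218 to 0.0318 (highest p 0.0620, exact permutation test). The Shannon difference at F12 was 0.185 to 0.322 (highest p 0.0714, exact permutation test) and the Simpson difference 0.0127 to 0.0241 (highest p 0.0794, exact permutation test), both short of the threshold without RR rat 5 or WR rat 5, 8 or 12. In the cecum the difference was -0.131 to 0.0979 (Shannon) and -0.00855 to 0.00428 (Simpson). At F0 it was -0.210 to -0.0114 and -0.0121 to -0.000935. The changes were -0.380 to -0.211 and -0.0246 to -0.0145 within the RR rats, and 0.0835 to 0.174 and 0.00461 to 0.0104 within the WR rats. Between 0 and 20 sets were called for time*diet, with 0 without WR rat 5, 8, 9 or 12 (10, 12, 13 and 15 unadjusted, exact permutation tests), 2 without RR rat 3, 4 without WR rat 7 and 20 without RR rat 10. By limma, 96 (without WR rat 5) to 340 (without RR rat 10) probes were called at F12, 25 (without RR rat 5) to 197 (without RR rat 10) for time*diet, 0 to 173 in the cecum, 0 to 1 between F12 and F0 within RR, 35 to 219 between F12 and F0 within WR, 0 to 225 between F12 and the cecum within RR and 74 to 311 between F12 and the cecum within WR. The effect of b6967 was -10.4 to -7.24 points (highest adjusted p 0.145, exact permutation test), that of b6995 5.31 to 8.18, that of b6962 -6.17 to -4.33, that of b6998_4_1 12.95 to 15.02 and that of b6959_4_31 10.91 to 14.16 (highest limma adjusted p 0.107).

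Tested on simulated data with 200 of the 1257 probes changed by 3 on the log2 scale, limma called 33.5% of them at F12 and 24% for time*diet, so that most changes of this size would be missed with the spread of these arrays. The median signal of the detected probes was 2.73 to 306 times the local background over the 30 samples, and probes not detected have only an upper bound.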

Differences from the paper's values

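The setting without the array out of probe order was chosen only after the result was seen, and the others named here were set before the data were examined.

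For the diversity indices, no main value is both more than 1.5 times the paper's value and apart from it by more than the larger SD. The Shannon index was higher here than the paper's in all 6 groups, from 3.25 against the paper's 2.88 in WR F12 to 3.19 against the paper's 2.16 in WR Cae, and by more than the larger SD in each. The Simpson index was 1.01 to 1.08 times the paper's, within the larger SD in WR F12 alone. The paper's errors are SDs. Setting a set to 0 unless at least 33.3% of its probes were detected brought the Shannon index within the larger SD in 5 of 6 groups, with 2.42 in RR F0, 2.22 in RR F12, 2.40 in RR Cae, 2.21 in WR F0 and 2.17 in WR Cae, against the paper's 2.58, 2.25, 2.50, 2.44 and 2.16. In WR F12 it was 2.66 and the paper's value is 2.88. The Simpson index was then within the larger SD in RR F12, RR Cae and WR Cae. The sum over the probes of a set reached the paper's Shannon index in RR F0, RR Cae and WR F12 and its Simpson index in RR F0 and WR Cae. With 50% in place of 33.3%, the Simpson index was within the larger SD in RR F0 and RR F12.

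The paper states a rise of both indices under WR and a fall under RR. The directions were the same here, but the changes within each diet were not past the threshold. The change within WR was past it with a set at 0 unless at least 50% of its probes were detected (Shannon 0.882), with 33.3% (0.442), with the median over the probes of a set (1.01), with their sum (0.174) and with the mean log2 signal times the share detected (0.180), each by an exact permutation test. The change within RR was past it with the series matrix values (-0.251) and the median over the probes of a set (-0.704), and, in settings chosen after seeing the values, with the median over the 3 spots (-0.248) and the background set as a term (-0.350), each by an exact permutation test.

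In the paper's Table 4 the Shannon index of the cecum is lower under WR than under RR. Here it was 3.19 under WR and 3.17 under RR. It was lower under WR by the series matrix values (-0.0760), with all 3 spots above background (-0.216), with a set at 0 below 50% (-0.450) or 33.3% (-0.230) of probes detected and with the median over the probes of a set (-0.214). It was also lower in settings chosen after seeing the values, without the array out of probe order (3.04 and 3.17), with the background set as a term (-0.131) and with the median over the 3 spots (-0.0796).

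The paper states no difference in cecal composition between the diets. Here 0 of 66 probe sets differed by the exact permutation test (4 unadjusted), which needs at least 11 sets at its smallest p to call any, and 0 by limma (5 unadjusted), but limma called 31 of 1257 probes. It called 0 with normexp, loess and Aquantile (169 unadjusted) and 0 when only the 2 groups compared were fitted (178 unadjusted).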

Other observations

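The comparison of the 2 samples of an array with samples of other arrays, the test of a shared diet, the brightness test and the exchanges of single samples between the background sets were chosen only after the result was seen.

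The 2 samples of an array resembled each other more than samples of different arrays, with a mean correlation over probes of 0.976 against 0.767. A shared diet as the cause is argued against, since on the 12 arrays whose samples came from different diets the lowest correlation was 0.930 and the median 0.981, while samples of the same diet on different arrays reached at most 0.945. Samples of the same rat on different arrays had a mean of 0.749 and samples of the same group 0.803. A signal shared between the dyes of an array may explain this, such as light of one dye read in the channel of the other, or a mixing of the samples. These 2 were not told apart. No biological explanation was tested. The paper does not report this resemblance.

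The F12 samples shared their arrays with F0 and cecal samples. The difference WR minus RR at F12 across the 66 sets correlated at 0.789 with the same difference of the samples that shared their arrays (exact permutation test over all relabellings of the F12 samples, p = 0.00794, the smallest these can give). Sets are not independent replicates. A shared signal may thus carry part of the difference at F12, beside a diet effect, which stays open. Its relation to the difference between the dyes, taken from F0 minus cecum, was -0.583 (exact permutation test, p = 0.0952), and that to the difference between the background sets, taken within RR F0 and WR Cae, was 0.358 (exact permutation test, p = 0.444). Dye and background set cannot be told apart from the diet at F12, since the 5 WR samples were in Cy3 on arrays of lower background and 4 of the 5 RR samples in Cy5 on arrays of higher background.

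At F12 limma called 184 probes, all brighter in WR. After the same distribution of values was given to every sample it called 21, of which 18 were higher and 3 lower, so the overall brightness of the samples may make up most of the count. This normalization also removes a general rise that a diet could bring, which stays open.

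For the numbers of probes called by limma, the samples were split anew 100 times, the real split included. As many probes were called in 2 splits at F12, 3 in the cecum, 1 for F12 against F0 within WR, 5 for F12 against the cecum within RR and 1 for F12 against the cecum within WR. In the cecum without the array out of probe order, where limma called 4, as many were called in 12 of 100 splits. At F12 and for both comparisons within WR, with all samples and the main scaling, this argues against a random division of the samples. The splits need not part the arrays by background as the real ones do, though. They therefore cannot tell a difference between the groups from one between the sets of arrays. Chance is not excluded in the cecum or for F12 against the cecum within RR. At F0 and for F12 against F0 within RR, limma called 0 probes (49 and 62 unadjusted). For the probe sets at F0, at F12, in the cecum and for time, the exact permutation test called 0 (8, 17, 4 and 1 unadjusted) and limma 0 (2, 5, 5 and 3 unadjusted). With a real number of 0, all 100 splits give as many by necessity, so the splits say nothing about these.

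Some splits that gave more probes than the real one part the arrays of higher and lower background as the real one does. At F12 such a split exchanged RR rat 10, the only RR sample on an array of lower background, with WR rat 12 and gave 299 probes. Exchanging RR rat 10 with WR rat 5, 7, 8 or 9, which parts the backgrounds in the same way, gave fewer than the real 184, at 0, 30, 23 and 68. In the cecum, exchanging WR rat 9, the only WR sample on an array of lower background, with RR rat 10 gave 116 probes, and with RR rat 1, 3, 4 or 5 it gave 0, 1, 3 and 0. Another split in the cecum gave 68 with 2 and 4 samples of lower background in the groups. The background alone therefore does not set these counts, but with the background set as a term limma called 8 probes at F12 and 6 in the cecum. A difference between the sets of arrays may make up part of both counts, and the diet stays open.

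The rats pair F12 with F0 and with the cecum. Of the 16 splits that part every pair, as many probes were called in 1 for F12 against F0 within WR, in 2 for F12 against the cecum within RR and in 1 for F12 against the cecum within WR. The other split for F12 against the cecum within RR gave 278. It exchanged the labels of RR rat 10 alone and so also parts the backgrounds as the real one does.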
